# Increasing Maternal or Post-Weaning Folic Acid Alters Gene Expression and Moderately Changes Behavior in the Offspring

**DOI:** 10.1371/journal.pone.0101674

**Published:** 2014-07-09

**Authors:** Subit Barua, Kathryn K. Chadman, Salomon Kuizon, Diego Buenaventura, Nathan W. Stapley, Felicia Ruocco, Umme Begum, Sara R. Guariglia, W. Ted Brown, Mohammed A. Junaid

## Abstract

**Background:**

Studies have indicated that altered maternal micronutrients and vitamins influence the development of newborns and altered nutrient exposure throughout the lifetime may have potential health effects and increased susceptibility to chronic diseases. In recent years, folic acid (FA) exposure has significantly increased as a result of mandatory FA fortification and supplementation during pregnancy. Since FA modulates DNA methylation and affects gene expression, we investigated whether the amount of FA ingested during gestation alters gene expression in the newborn cerebral hemisphere, and if the increased exposure to FA during gestation and throughout the lifetime alters behavior in C57BL/6J mice.

**Methods:**

Dams were fed FA either at 0.4 mg or 4 mg/kg diet throughout the pregnancy and the resulting pups were maintained on the diet throughout experimentation. Newborn pups brain cerebral hemispheres were used for microarray analysis. To confirm alteration of several genes, quantitative RT-PCR (qRT-PCR) and Western blot analyses were performed. In addition, various behavior assessments were conducted on neonatal and adult offspring.

**Results:**

Results from microarray analysis suggest that the higher dose of FA supplementation during gestation alters the expression of a number of genes in the newborns’ cerebral hemispheres, including many involved in development. QRT-PCR confirmed alterations of nine genes including down-regulation of *Cpn2*, *Htr4*, *Zfp353*, *Vgll2* and up-regulation of *Xist*, *Nkx6-3*, *Leprel1*, *Nfix, Slc17a7*. The alterations in the expression of *Slc17a7* and *Vgll2* were confirmed at the protein level. Pups exposed to the higher dose of FA exhibited increased ultrasonic vocalizations, greater anxiety-like behavior and hyperactivity. These findings suggest that although FA plays a significant role in mammalian cellular machinery, there may be a loss of benefit from higher amounts of FA. Unregulated high FA supplementation during pregnancy and throughout the life course may have lasting effects, with alterations in brain development resulting in changes in behavior.

## Introduction

Maternal nutrition during the peri- or post-conception period is strongly related to fetal development and the risk of non-communicable diseases. Micronutrients including vitamins and minerals are major intrauterine environmental factors that regulate the fetal genome machinery and human reproductive health [1], [2]. Since the early 1970’s, the vitamin folic acid (FA) has received considerable attention because of its important role in alleviating neural tube defects (NTDs) [3]. In 1998, mandatory FA fortification of breakfast cereals and grains was introduced by several countries [4]. These guidelines are credited with a significant reduction in NTDs in infants [5]. Intrauterine and early life exposure to FA has increased well beyond the minimum necessary requirements as a result of the additive levels from fortified foodstuffs, prescriptions by physicians and over-the-counter prenatal vitamins, as well as energy drinks [6]. Studies suggest that folate concentrations in the serum (57%) and red blood cells (136%) of pregnant women were much higher than the reported dietary folate intake (28%) [7], and concerns have been raised about the interference of excess unmetabolized FA [8], [9].

Several epidemiological reports have suggested that excess FA increases the risk of asthma and type 2 diabetes in newborns [10]–[12], and evidence of unmetabolized FA has been found in fetal cord blood [13]. While studies have found an important role of maternal FA in the proper closure of the neural tube, there have been no published reports yet on whether higher FA supplementation during pregnancy and throughout life may impact brain development. A previous studies from our laboratory has showed that FA supplementation significantly dysregulates gene expression in human lymphoblastoid cell lines [14], and our recent study in a mouse model has shown that gestational FA induces substantial alterations in methylation patterns of several genes in the cerebral hemispheres of the offspring [15]. Studies in laboratory animals have shown adverse effects including tumors and birth defects in offspring exposed to higher FA concentrations, and suppression of thyroid function with motivational and spatial memory deficits in adolescence [6], [16]–[22].

The current study had two objectives: first, to determine if the amount of maternal FA supplementation during gestation modulates gene expression in the developing cerebral hemispheres and consequently affects neonatal behavior, and second, to explore if gestational and lifelong exposure to excess FA alters the behavior of the adult. We found that higher maternal FA supplementation caused large-scale alterations in gene expression in the newborn’s cerebral hemispheres. Additionally we found moderate alterations in behavior in both the newborn and the adult as a result of higher FA exposure. To our knowledge, this is the first study of its kind to evaluate the effect of FA supplementation on global gene expression and its correlation with behavior.

## Materials and Methods

### Mice Strain and Feeding

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The animal use protocol was approved by the Institute for Basic Research Institutional Animal Care and Use Committee (IBR IACUC), which oversees the use of laboratory animals for research purposes (IBR IACUC approval number 401). One week prior to mating, female mice were fed a custom AIN-93G amino acid–based diet (Research Diet, Inc. New-Brunswick, NJ, USA), receiving FA at 0.4 mg/kg (n = 20), while the test group received FA at 4 mg/kg (n = 20). The 0.4 mg/kg diet level of FA is necessary for normal healthy litter size [23], where as FA at the level of the 4 mg/kg diet is ten times higher. These amounts were chosen because in humans FA is prescribed at a dose of 400−800 µg/day to every pregnant woman, and to those planning to achieve pregnancy, and the recommended dose of FA is 10-fold higher for women with a previous history of NTD pregnancy (4 mg) [5].

After mating, the females were separated and housed individually until the birth of their pups. At postnatal day one (P1), newborn pups from different dams were sacrificed, and cerebral hemisphere tissues were collected. For the 0.4 mg group, male pups’ n = 30 and female pups’ n = 30. Tissues from the 4 mg group (n = 30/gender) were similarly processed. All tissues were frozen in liquid nitrogen and from these, tissues were distributed for RNA and protein analyses. For the remaining offspring, FA diet was continued throughout the lifespan of the mice, and mice were either tested for ultrasonic vocalizations (USVs) at P2, P4 and P6 (n for 0.4 mg = 13; 4 mg = 16) or allowed to age with minimal interference for later behavioral testing. Adult male and female offspring were behaviorally tested between 2 and 7 months of age. When more than one male or female mouse was tested per litter, the data were pooled so that each litter is only represented by one male and one female score. Mice were housed 2−6/cage with *ad libitum* food (FA diets) and water, and 12-h light/dark cycle. The pups with the perinatal high FA treatment continued to receive 4 mg/kg FA diet after weaning till performance of the specified behavior tests. All experiments were conducted during the light phase between 10 am and 5 pm. These experiments were done throughout this time window, none were done only in the morning or the afternoon. The schematic diagram of the experimental design for this study is shown in Figure 1.

**Figure 1:**
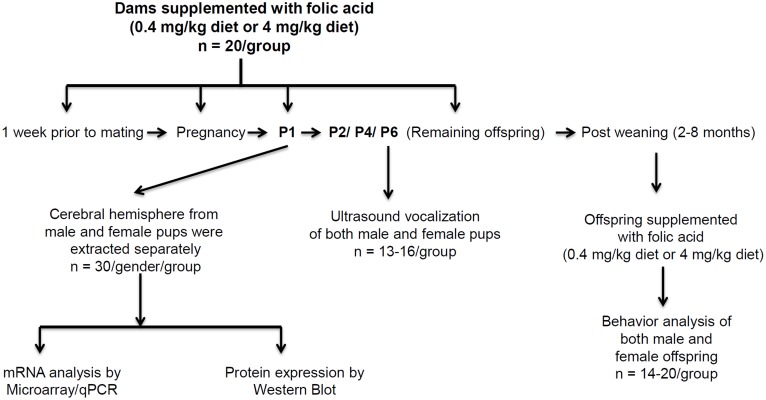
The schematic diagram of the experimental design for this study.

### RNA Preparation

Total RNA from P1 pups (n = 9/group/gender) was extracted with Trizol reagent (Life Technologies, Carlsbad, CA, USA) and further purified by Qiagen RNeasy kit (Qiagen, Valencia, CA, USA), according to the manufacturer’s instructions. Cerebral hemisphere tissues were pooled (n = 3/gender) for the 0.4 mg group: three male newborn pups (each from an independent dam) and three female newborn pups (each from an independent dam), and tissues from the 4 mg group were similarly processed. Considering the degree of inter-variability, RNA extractions were further repeated twice from a different batch (pooled samples, n = 3 for each group/gender, with each mouse from a different dam). RNA quality was assessed by measuring the absorbance ratio at 260/280 nm (Nanodrop 2000 spectrophotometer, Thermo Fisher Scientific, Waltham, MA, USA), and the integrity was assessed by formaldehyde-gel electrophoresis.

### Microarrays

Microarray analysis was carried out using pooled RNA from P1 pups as previously described [14]. Total RNA was converted to cDNA, followed by conversion to cyanine-3-labelled cRNA, using the one-color, low-input QuickAmp labelling kit (Agilent Technologies, Santa Clara, CA, USA) by following the manufacturer’s instructions. Purification of the cRNA was achieved with RNeasy kit (Qiagen,), and the incorporation of cyanine-3 was assessed by a Nano Drop spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). A total of 600 ng of cRNA from each sample was fragmented and hybridized to the SurePrint G3 mouse gene expression 8×60 k arrays (G4852A) (Agilent Technologies). The data were processed by Feature Extraction software v10.7.3.1 for image analysis and initial quality control. Our Minimum Information About a Microarray Experiment (MIAME)−compliant data has been deposited in the Gene Expression Omnibus database of the National Center for Bioinformatics, with the accession number GSE45607 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45607).

### Data Analysis

To increase statistical power and minimize differences of individual variability, samples were pooled from postnatal day one pups segregated by gender for each group [24]. A total of three microarray gene expression studies were performed for each group per gender, and each array represents expression of pooled n = 3/gender under the same dose of FA. The publicly available BRB ArrayTools 4.2.1−stable release was used for analyzing microarray data [25]. The expression data were normalized (quantile) and log-transformed. To select genes that changed significantly between the two doses of FA, the data sets were passed through a number of filtering steps based on intensity filter, *P* value of log intensity variation, and fold changes. For each spot, the intensity filter of threshold to minimum 10 was used if the intensity was below the minimum, and was further filtered by excluding the corresponding spots for an entire gene from all arrays having log intensity variations with a cut-off set at *P*>0.05. From these selected genes, a transcript was considered differentially expressed when the difference in the mean expression from three arrays was ≥ two-fold.

### Quantitative RT-PCR (qRT-PCR) analysis

Validation of microarray expression data was carried out by qRT-PCR for several randomly selected transcripts that were shown to have greater than two-fold change in expression. RT-PCR amplification was performed with iScript kit (BioRad, Hercules, CA, USA) by using 60−100 ng of total RNA from postnatal day one pups, by following the manufacturer’s instructions. The following RT-PCR cycle parameters were used: 50°C for 10 min, and 95°C for 5 min followed by 40 cycles of 95°C for 15 sec and 55°C for 1 min. Relative expression was calculated using the Pfaffl method [26]. Either *Hprt1* or *Gapdh* were used as an endogenous housekeeping control. The expression of these housekeeping genes was not changed as a result of FA treatment. The primers used in this study are listed in File S1, under Results and Table S1.

### Statistical Analysis

Each reaction was performed in triplicates and repeated twice, each from different batches of pooled samples (n = 3 pooled samples for each group/gender, each from different dams). Values are presented as means ± SD, and numerical results are presented considering *P*<0.05 as significant. Data were analyzed with Student t-test by using Prism software (GraphPad, La Jolla, CA, USA).

### Western Blot Analyses

Total cellular proteins from individual newborn pups' whole cerebral hemispheres (n = 2/gender/group) were used, and the detection of targeted proteins were accomplished by incubating with primary antibodies overnight at 4°C (anti-Slc17a7 1∶500, anti-Vgll2 1∶250) followed by horseradish peroxidase (HRP)−conjugated secondary antibody. The signal of the targeted protein was captured using the SuperSignal West Pico chemiluminescent substrate (Thermo Fisher Scientific, Waltham, MA, USA). Images were captured by using a Bioimager (UVP system, Upland, CA, USA), and analyzed by using ImageJ software (NIH).

### Behavior Analyses

Behavioral experimenters were blinded to the treatments and diet compositions that mice received. The researchers were provided with two groups of mice and two different diet pellets without disclosing the dietary content. Data generated as separate groups were again analyzed without prior knowledge of the diet composition. The experiments were run in the following order: postnatal day 2−6: USVs, after which the mice were allowed to age with minimal interference. Experiments started at 8 weeks of age and were run in the following order: social approach, elevated plus maze, marble-burying, self-grooming, buried food, trace fear conditioning, and open field. These experiments were conducted between 2 and 6 months of age. For each behavior test performed, all the mice were of similar age in all the groups tested. This behavioral phenotyping battery was chosen to assess the mice for aberrant behaviors in several psychological domains.

#### USV

For the USV experiments the data represent mice in the 0.4 mg group, n = 13 from 10 litters with 6 males and 7 females, and in the 4 mg group, n = 16 from 8 litters with 9 males and 7 females. Data were pooled so that no more than one female and male represents each litter. Individual P2, P4, and P6 pups were placed in a beaker inside of a Styrofoam box, which also contained an ultrasonic frequency detector set to 60 kHz. The box was closed to minimize outside noise. The frequency detectors were attached to a computer equipped with Ultravox software (Noldus, Attleboro, MA, USA) to analyze the number and duration of calls. Criterion for the number of calls was minimum call duration of 10 ms, with 5 ms of silence between vocalizations for each call to be considered independent. The pups were separated from their mothers and littermates for 5 minutes, with vocalization data recorded for the entire period of separation.

#### Social Approach

For the social approach experiments the data represent mice in the 0.4 mg group, n = 14 from 9 litters with 6 males and 8 females, and the 4 mg group, n = 16 from 9 litters with 8 males and 8 females. Data were pooled so that no more than one female and male represents each litter. Social approach behaviors were tested in an apparatus with three chambers in a single session, divided into three phases, as previously described [27], [28]. An upright plastic drinking cup weighed down with a lead weight was placed on top of each of the inverted wire cups to prevent the subject mouse from climbing on top. Both end chambers maintained a lighting level of 43−44 lux with two desk lamps angled away from the maze. More details are available in Methods S1 in File S1.

#### Trace Fear Conditioning

For the trace fear conditioning experiments, the data represent mice in the 0.4 mg group, n = 16 from 10 litters with 7 males and 9 females, and the 4 mg group, n = 16 from 10 litters with 9 males and 7 females. Data were pooled so that no more than one female and male represents each litter. Learning and memory abilities were assessed using a fear conditioning procedure as previously described [29]. A fear conditioning apparatus (ANY-maze, Stoelting, Inc., Wood Dale, IL, USA) equipped with a digital camera interfaced to a PC with ANY-maze software was used to score freezing. The fear conditioning experiment was conducted in three phases on three consecutive days: (1) trace fear training, (2) contextual fear conditioning, and (3) cued fear conditioning.

#### Open Field

For the open field experiments, the data represent mice in the 0.4 mg group, n = 15 from 9 litters with 6 males and 9 females, and the 4 mg group, n = 20 from 13 litters with 11 males and 9 females. Data were pooled so that no more than one female and male represents each litter. General exploratory locomotion in a novel environment was tested by placing mice in an open field for a 15-min test session. The open field was a transparent plexiglass apparatus (40 cm×40 cm×34.5 cm) with a grey metal floor. A camera was positioned above the apparatus to record the mice, and the videos were scored using video tracking software (ANY-maze). The testing room was illuminated to 45 lux and kept at a similar temperature as the colony room.

### Statistical Analysis for Behavioral Experiments

For the social approach task, repeated measures analysis of variance (ANOVA) was used to compare the outer chamber times. Time spent in the center chamber is shown graphically to illustrate where the subject mouse spent time during the entire 10-min phase. Chamber time, time spent sniffing the stranger mouse versus the novel object, and the number of entries to side chambers were recorded. Newman Keuls *post-hoc* analysis was run when the repeated measure (stranger mouse or novel object) was significant to determine the group differences. Groom time and time spent immobile were analyzed using factorial ANOVA and Newman Keuls *post-hoc* test. All other experiments were analyzed using factorial ANOVA, with the main factor being FA dose and Newman Keuls *post-hoc* tests. For all experiments, α was set at 0.05. The numbers of all animals (n’s) used for all experiments are in the figure legends.

## Results

### Microarray Analysis

We analyzed and compared the global gene expression pattern of the transcripts from the cerebral hemisphere of P1 pups whose mothers had received FA at two different concentrations throughout the pregnancy. 

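Gene expression was measured on 12 one-color arrays, 3 for each of 4 groups of newborn pups: males and females whose mothers had received FA at 0.4 mg/kg or at 4 mg/kg. Each array held RNA from the pooled cerebral hemispheres of 3 pups on postnatal day 1, so that n = 3 pools per group. The sample labels name the cerebral hemisphere as the source of the RNA but the whole brain as the tissue, and they give 10 dams for each diet where the paper gives 20. The authors deposited the intensities that the scanner software had read from 62976 spots per array, without normalization between arrays. The processed signal used here is the intensity of a spot after the software had subtracted the background. After 3671 control spots per array and 2877 spots marked as outliers by the software over the 12 arrays had been left out, the spots of each of 55681 probes were averaged. Following the paper's methods, the values were quantile normalized between arrays, values under an intensity of 10 were set to 10, and log2 was taken. The paper's text does not name the signal column or the arrays over which the filter on variation was taken, and all 12 arrays were used for it here.
The software also calls each spot well above background or not. In the female 0.4 mg group between 28215 and 35681 probes per array were well above background (median 29407), and in the female 4 mg group between 29290 and 33478 (median 30266). In the male 0.4 mg group the range was 25701 to 41015 (median 29216), and in the male 4 mg group 30383 to 35770 (median 31692). The number of arrays limits the precision of every value, since an exact test of 3 arrays against 3 cannot go below p = 0.1. The diets were therefore compared with limma, with Benjamini-Hochberg adjustment, over the 28449 probes that were well above background on all 3 arrays of at least 1 group. Log2 fold changes are the mean of the 4 mg group minus the mean of the 0.4 mg group of the same sex. Where a probe was well above background on no array of 1 group, only a lower bound of the fold is given. The bound sets the mean of the brighter group over all its arrays against the mean of the dimmer group, in which each array counts with the probe's own signal or the lowest signal of any probe well above background, whichever was higher. No fold is given where both groups were below background or where the bound was under 1. A log2 fold change printed for a probe with only a bound or no fold is the difference of the normalized group means, depends on the minimum intensity and does not measure the size of a change. A gene with several probes is represented by the probe listed for that sex in Tables S4 to S7, and otherwise by its brightest probe. Of Table S7, which holds more than 1200 transcripts by the paper's count, a copy with 1098 probes was used. The 3 slides held 4 arrays each, 1 of each group and all of 1 replicate number, so that a difference between diets on 1 slide compares 2 pools of that number. Positions are those of the array annotation, on mouse genome build mm9.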

Comparison of the expression data revealed that significant numbers of genes were altered in the pups from whose mothers had received FA at 4 mg/kg. 

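With limma, 0 of 28449 probes differed between the 4 mg and 0.4 mg groups at an adjusted p under 0.05 in males, 0 in females and 0 in the average of both sexes, while 94, 39 and 58 probes had an unadjusted p under 0.05. With the replicate number, and with it the slide, as a block, the counts past the adjusted threshold were again 0, and 1260, 650 and 1162 probes had an unadjusted p under 0.05. Of the alternatives, only leaving out 1 array moved a count past the adjusted threshold from 0. Without replicate 1 of the male 0.4 mg group, 1 probe of Rpl34 passed in males (log2 fold change 5.38, limma adjusted p = 0.0110), and without replicate 2 of the female 4 mg group, 1 probe of 5830462I19Rik passed in females (log2 fold change 3.67, limma adjusted p = 0.0106). Both genes were chosen after their values had been seen. In data simulated for the comparison of males with 200 of 28249 probes changed, limma without the block recovered 0 probes changed by a log2 of 1, 0 changed by 2 and 85 changed by 3. With the block it recovered 17, 164 and 179, with 3, 6 and 7 false calls.
The sex labels were checked by the difference between females and males at each dose. In each comparison 2 probes passed, those of the Y-linked genes Ddx3y (chromosome Y, 598215 to 598274) and Eif2s3y (chromosome Y, 364951 to 365010). The log2 difference of females minus males was −7.15 for Ddx3y (limma adjusted p = 5.11e-06) and −8.30 for Eif2s3y (limma adjusted p = 1.12e-05) at 0.4 mg, and −7.03 (limma adjusted p = 6.08e-06) and −8.36 (limma adjusted p = 1.04e-05) at 4 mg. Both probes were well above background on every male array and on no female array, so these differences depend on the minimum intensity of 10. Xist passed at neither dose. Without replicate 1 of the male 4 mg group, 6 probes passed at each dose, the further ones all of Xist and higher in females. The Y-linked probes alone do not settle whether a male pool held tissue of a female pup.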

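The largest increase in females was at a probe on chromosome 15 (60656716 to 60656775), for a transcript that the annotation names only by its region. Its log2 signal was 14.16, 3.32 and 13.51 on the 3 arrays of the 4 mg group and 3.48, 3.32 and 3.32 on those of the 0.4 mg group, where 3.32 is the minimum intensity. It was well above background on 2 arrays of the 4 mg group and on none of the 0.4 mg group, which gives at least a 40.1-fold increase. With each array left out in turn, the log2 fold change lay between 5.04 and 10.46. The other probes of this transcript had log2 differences of −0.46 and 0.20. They were well above background on 0 and 1 of the 12 arrays, too dim to speak for or against the increase. The largest decrease in males was at 1700023D19Rik (chromosome 7, 51964440 to 51964499). Its log2 signal was at the minimum of 3.32 on all 3 arrays of the 4 mg group and was 3.32, 5.38 and 13.52 on those of the 0.4 mg group. Only the last of these was well above background, and the signal was at least 6.61-fold lower in the 4 mg group. Without that array the log2 fold change was −1.03. In males, a probe on chromosome 3 (116686945 to 116687004), chosen after its values had been seen and well above background on 1 array of each group, had a log2 signal of 3.32, 12.15 and 4.59 in the 4 mg group and 3.40, 3.32 and 3.32 in the 0.4 mg group. Its log2 fold change of 3.34 depends on the minimum intensity and was 0.61 without replicate 2 of the 4 mg group. In females, LOC100048027 (chromosome 10, 91537496 to 91537555) had the largest decrease, at least 3.55-fold, and was well above background on 2 arrays of the 0.4 mg group and none of the 4 mg group. Its log2 fold change of −2.83 became −1.12 without replicate 3 of the 0.4 mg group. Gm10549, at the top of Table S5 for males, was at least 2.96-fold higher and rested on replicate 2 of the 4 mg group, without which the log2 fold change was 0.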

The extent of extreme gene expression alteration was between 62-fold up-regulation in females and 18-fold down-regulation in males. MIAME−compliant data is available in the Gene Expression Omnibus database of the National Center for Bioinformatics, with the accession number GSE45607 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45607).

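By the rule of a 2-fold difference in the mean of 3 arrays, among the 18402 probes that passed the filter on variation, 26 probes were lower in the 4 mg group in both sexes and 30 were higher in both sexes. From the sizes of the lists of each sex, 44.9 and 58.4 such probes would be shared by chance. Opposite changes were also found: 273 probes were lower in males and higher in females, where chance gives 135, and 9 were higher in males and lower in females, where chance gives 19.5. These chance counts treat probes as independent and the sexes as unrelated. They cannot tell a change with diet from deviations shared by arrays of 1 slide. Slide 3 held the array that mattered most for 1320 of the 1593 probes lower in males and 1060 of the 1554 higher in females. By ratio, the shared counts moved most with a fitted background (normexp), as with the median signal without background subtraction, to 3 probes lower and 3 higher in both sexes. With the authors' deposited values they rose to 128 and 104, with arithmetic means to 70 and 50, and without the arrays of slide 1, a removal chosen after the data had been seen, to 102 and 124. Across the 28449 probes tested with limma, the log2 fold change in males had a Pearson correlation of 0.0720 and a Spearman correlation of 0.115 with that in females. This correlation is across probes, which are not independent replicates.

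**Figure D1:**
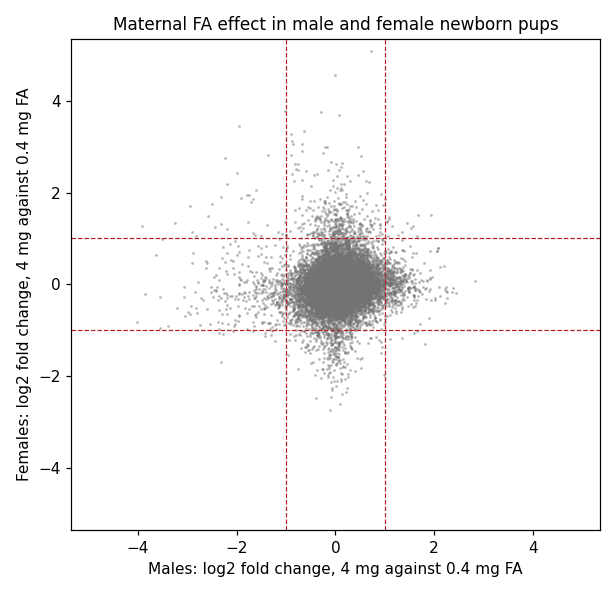
Log2 fold change of 4 mg against 0.4 mg in females against that in males, each point being 1 of 28449 probes, with dashed lines at a log2 fold change of 1 in either direction. The points spread along both axes, with a correlation of 0.0720.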

The results showed that transcripts from 68 genes were down-regulated (Results Table S2 in File S1) and from 56 genes were up-regulated by more than two-fold (Results Table S3 in File S1) were common in both male and female pups from the 4 mg maternal FA group. 

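The interaction of diet and sex was tested with limma as the difference between the log2 fold change in males and that in females. At an adjusted p under 0.05, 0 probes passed, and 35 had an unadjusted p under 0.05. With the replicate number as a block, 0 passed and 536 had an unadjusted p under 0.05. Without the filter on dim probes, 0 of 55681 probes passed and 367 had an unadjusted p under 0.05.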

Not only were genes altered by the amount of maternal FA, but there was also an interaction with FA and sexes. In male pups from the 4 mg maternal FA group, the expression patterns of over 1000 genes were down-regulated (Results Table S4 in File S1), and of over 900 genes were up-regulated (Results Table S5 in File S1) more than two-fold in comparison to the 0.4 mg maternal FA group. 

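In males, 1593 probes were down-regulated and 692 up-regulated by 2-fold or more in the 4 mg group. A gene can have several probes. Of the down-regulated probes, 1526 (95.8%) fell under 2-fold when 1 of the 6 arrays was left out, and for 1320 of the 1593 the array that mattered most was replicate 3 of the 0.4 mg group. Without that array, 750 probes were down-regulated and 1255 up-regulated, and without replicate 3 of the 4 mg group 3725 and 2136. Leaving out 1 array unbalances the slides, so that differences between slides enter these counts. Without all arrays of slide 3, a removal chosen after the data had been seen, 819 probes were down-regulated. Of the up-regulated probes, 650 (93.9%) fell under 2-fold without 1 array. The pool of the 4 mg group was below the 0.4 mg pool on all 3 slides for 297 (18.6%) of the down-regulated probes and above it for 278 (40.2%) of the up-regulated ones, and the difference was 2-fold or more on all 3 slides for 18 and 7 probes. Among the down-regulated probes, 225 were well above background on all 6 arrays and 118 on none. Among the up-regulated probes, 126 were well above background on all 6 arrays. By ratio, the alternative that moved the counts most was the limit to probes well above background on all 3 arrays of at least 1 group for down-regulation (364 probes), and the median signal without background subtraction for up-regulation (168 probes).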

In female pups from the 4 mg maternal FA group, the expression patterns of over 900 genes were down-regulated (Results Table S6 in File S1) and of more than 1200 genes were up-regulated (Results Table S7 in File S1) more than two-fold. 

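In females, 519 probes were down-regulated and 1554 up-regulated by 2-fold or more. The difference fell under 2-fold without 1 of the 6 arrays for 501 (96.5%) of the down-regulated and 1443 (92.9%) of the up-regulated probes. Replicate 3 of the 4 mg group was the array that mattered most for 1060 of the up-regulated probes, and replicate 2 of the 4 mg group for 248 of the down-regulated ones. Without replicate 3 of the 4 mg group, 1994 probes were down-regulated and 1436 up-regulated. This removal, too, unbalances the slides. Without all arrays of slide 3, a removal chosen after the data had been seen, 909 were down-regulated and 1081 up-regulated. All 3 slides showed the same direction for 222 (42.8%) of the down-regulated and 305 (19.6%) of the up-regulated probes. The difference reached 2-fold on every slide for 12 down-regulated and 11 up-regulated probes. Signals were well above background on all 6 arrays for 161 and 183 probes, and on none of the 6 for 27 and 16.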

Several transcriptional factors, imprinted genes, and developmental genes were differentially regulated in the cerebral hemisphere of both male and female pups as a result of higher FA during gestational development. Thus, the results of this microarray analysis indicate that depending on the amount of maternal FA, the pattern of gene expression varies in the offspring’s cerebral hemisphere, and higher maternal FA could induce significant changes.

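Of the imprinted genes, Asb4 (chromosome 6, 5382886 to 5382945), Calcr (chromosome 6, 3635940 to 3635999) and Mkrn3 (chromosome 7, 69563293 to 69563352) passed the 2-fold rule in males. The log2 fold change of Asb4 was −1.54, with −0.69, −0.25 and −3.68 on the 3 slides. That of Calcr was −1.56 (−0.15, −0.12 and −4.42 on the slides), and both fell toward 0 without replicate 3 of the 4 mg group, to −0.37 and −0.07. Mkrn3 had a log2 fold change of −1.44, which was −0.11 without replicate 3 of the 0.4 mg group, and another Mkrn3 probe, well above background on all 12 arrays, had one of 0.11. Among Hox genes, which encode homeobox transcription factors, Hoxa3, Hoxa5, Hoxb2, Hoxb3, Hoxb5, Hoxb6, Hoxb7, Hoxb8, Hoxc4 and Hoxc6 passed as up-regulated in females, and Hoxa3, Hoxa5, Hoxb4, Hoxb5, Hoxb8, Hoxc4 and Hoxc5 in males. These directions were the same under each of the other ways of making the values. In females, Hoxb8 (chromosome 11, 96146576 to 96146635) was at least 3.87-fold higher, well above background on 2 arrays of the 4 mg group, with a log2 fold change of 3.44 that became 1.72 without replicate 3 of that group. In males, Hoxb5 (chromosome 11, 96167130 to 96167189) was at least 2.63-fold higher, on 2 arrays of the 4 mg group, and its log2 fold change of 2.39 became 0.91 without replicate 1 of that group. Leaving out that male array turned the log2 fold changes of Hoxa5, Hoxb8 and Hoxc4 in males to −0.48, −0.48 and −0.47, and leaving out replicate 3 of the female 4 mg group turned those of Hoxb5 and Hoxb6 in females to −0.11 and −0.28. In these pools 20 and 19 of 25 hindbrain and spinal cord genes lay above the slide's other arrays. In male 4 mg replicate 3, 19 of 20 hypothalamus genes lay below them. The Hox genes were taken from such gene lists, so this is not separate evidence. A different mix of brain regions in the pools stays a hypothesis. Of the genes tested with limma here, the adjusted p was 1 for Asb4, Calcr and Mkrn3 in males and for Hoxb6 in females. The other Hox genes were too dim to be tested. When both arrays of slide 3 were left out, a removal chosen after the data had been seen, Mkrn3 in males had a log2 fold change of 0.37, and Hoxa3 and Hoxc4 in females −0.31 and −0.095.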

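Over both sexes and directions, the 2-fold rule called 4358 changes. Of these, 4120 (94.5%) fell under 2-fold without 1 array, and 4115 (94.4%) without both arrays of 1 slide, a removal chosen after the data had been seen. The direction was the same on all 3 slides for 1102 (25.3%). A difference of 2-fold was reached on 1 slide only by 3439 and on all 3 by 48. Calls were made for 1.54% of the probes well above background on all 6 arrays of males and 1.44% in females. For probes well above background on some of the 6 arrays the share was 9.25% in males and 11.8% in females, and for those well above background on none it was 0.890% and 0.246%. In the simulated comparison of males over 28249 probes, the rule called 49, 194 and 200 of the 200 probes changed by a log2 of 1, 2 and 3, and 631, 683 and 675 unchanged ones. On the arrays, the rule limited to probes well above background on all 3 arrays of at least 1 group called 364 down-regulated and 417 up-regulated probes in males. The simulated noise was normal, with each probe's spread around its group and slide. The filter on variation took its median over the simulated probes, but on the arrays over all 55681. The simulated and real counts are therefore not directly comparable. From its microarray results, the paper infers that the pattern of gene expression varies with the amount of maternal FA. It proposes that a higher amount could induce significant changes.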

### FA-Mediated Differential Neural Gene Expression Profile in Newborns’ Cerebral Hemispheres

Because early brain development can influence long-term susceptibility to neuropsychiatric disorders, we analyzed the differential expression of neural genes (Tables 1 & 2). 

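Table 1 lists 30 genes for males and Table 2 lists 23 for females. All 30 genes of Table 1 and 22 of Table 2 had the direction of the table, the exception being Ptgs2, which was below background in both groups. By the 2-fold rule, 16 genes of each table passed. Ntf5 of Table 2 was lower by more than 2-fold but did not pass the filter on variation. The other 14 genes of Table 1 and 6 of Table 2 were under 2-fold here. With the authors' deposited values, all of these reached 2-fold in the stated direction. The direction was the same on all 3 slides for 13 genes of Table 1 and 11 of Table 2. No gene of the 30 or of the 23 stayed at 2-fold or more under the removal of each array in turn. Under the removal of both arrays of each slide in turn, chosen after the data had been seen, 1 gene of Table 2 did, Slc18a2. Signals were well above background on all 6 arrays for 6 and 5 genes, and below background on all 6 for 1 and 5. With limma, 16 genes of Table 1 and 14 of Table 2 could be tested, and 0 of each passed an adjusted p of 0.05 over all probes. Adjusted over the list alone, 0 passed as well, with a smallest adjusted p of 0.279 and 0.289 by limma. With the replicate block in limma, 0 passed over the list alone, with a smallest adjusted p of 0.155 and 0.152, and 4 and 1 genes had an unadjusted p under 0.05. The lists were chosen by the study on these samples, so the counts over the list alone are not independent evidence. Without the block, an unadjusted p under 0.05 was found for 2 genes of Table 1, Cacna1b (log2 fold change 1.197) and Nrp1 (1.52), and 0 genes of Table 2. For 14 genes of the tables, 18 other probes of the same gene were well above background on all 12 arrays. Their log2 fold changes lay between −0.69 and 0.58, and 9 had the sign opposite to the listed probe.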

We found that expression of several genes involved in neural function were altered in the cerebral hemispheres of both male and female newborn pups born to females in the 4 mg FA group. 

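In males, the muscarinic receptor gene Chrm4 (chromosome 2, 91768397 to 91768456) had a log2 signal of 7.06 ± 0.94 (SD, n = 3 pools) in the 4 mg group and 9.10 ± 3.53 (SD, n = 3) in the 0.4 mg group, a log2 fold change of −2.04 (standard error 1.39). The differences on the 3 slides were −0.16, −0.74 and −5.22, and without replicate 3 of the 0.4 mg group the log2 fold change was −0.08. The serotonin receptor genes Htr3a (chromosome 9, 48707773 to 48707832) and Htr4 had log2 fold changes of −2.29 and −2.32, and without the same array −0.29 and 0.08. For Avp (chromosome 2, 130406552 to 130406817), the log2 fold change was −2.29, with −0.20, −0.0042 and −6.65 on the slides and −0.26 without replicate 3 of the 4 mg group. P2rx7 (chromosome 5, 123120528 to 123123413) had a log2 fold change of −2.01, measured on 2 arrays of each group, and −0.09 without replicate 3 of the 0.4 mg group. Its other probe that was well above background on all 12 arrays had a log2 fold change of 0.55. Cyp2d22 (chromosome 15, 82204377 to 82204436) was well above background on 2 arrays of the 0.4 mg group and none of the 4 mg group, at least 1.82-fold lower in the latter, and without replicate 3 of the 0.4 mg group its log2 fold change of −1.65 became −0.35. Nr4a3 was below background on all 6 arrays. S100b (chromosome 10, 75723783 to 75723842) had a log2 fold change of −1.92, with 0.47, 0.38 and −6.63 on the slides, and −0.43 without replicate 3 of the 0.4 mg group. For Shh (chromosome 5, 28783983 to 28784042), well above background on 2 arrays of the 4 mg group and 1 of the 0.4 mg group, it was −0.64, with −0.33, 0.92 and −2.50 on the slides, and 0.27 without replicate 3 of the 4 mg group. With the authors' deposited values, Shh was lower by 2-fold or more. Chrm4, Htr3a, Htr4, Avp and S100b each had a limma adjusted p of 1, and the others were too dim to be tested.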

Neurotransmitter genes (*Chrm4*, *Htr3a* and *Htr4*), genes related to glutamatergic synapses (*Avp*, *P2rx7*), dopaminergic and serotoninergic pathway genes (*Cyp2d22*, *Nr4a3*) and neurogenesis related genes (*S100b*, *Shh*) were down-regulated by more than two-fold in the cerebral hemispheres of male newborn pups receiving the 4 mg FA dose (Table 1). 

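In females, the serotonin transporter gene Slc6a4 (chromosome 11, 76845777 to 76845836) had a log2 signal of 5.80 ± 2.16 (SD, n = 3 pools) in the 4 mg group, where 2 arrays were well above background, and 7.32 ± 0.41 (SD, n = 3) in the 0.4 mg group. The log2 fold change was −1.52 (standard error 0.92), and −0.28 without replicate 3 of the 4 mg group. Slc18a2 (chromosome 19, 59370153 to 59370212), well above background on 1 array of the 4 mg group and 2 of the 0.4 mg group, was lower on all 3 slides, by log2 differences of −1.002, −1.91 and −1.39, and its log2 fold change was −1.44. It was −0.60 without replicate 2 of the 4 mg group, and between −1.65 and −1.20 when both arrays of 1 slide were left out. Another probe of Slc18a2, well above background on all 12 arrays, had a log2 fold change of −0.69. Srf (chromosome 17, 46685306 to 46685365) had a log2 fold change of −1.60, which became 0.14 without replicate 2 of the 4 mg group, and Tuba1b (chromosome 15, 98761923 to 98761982) one of −1.79, which became 0.03 without replicate 3 of that group. Other probes of Srf and Tuba1b, well above background on all 12 arrays, had log2 fold changes of 0.07 and 0.13. The limma adjusted p was 1 for Slc6a4, Slc18a2, Srf and Tuba1b. Nrg4 was below background on all 6 arrays.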

In female newborn pups from the 4 mg FA group, genes related to the dopamine-serotonin pathways (*Slc6a4*, *Slc18a2*), synaptic plasticity (*Srf*), GAP-junctions (*Tuba1b*), and the neurotrophin receptor (*Nrg4*) were down-regulated by more than two-fold (Table 2). The synaptic motor protein kinesin 17 (*Kif17*) in male newborn pups and nitric oxide synthase (*Nos1*) transcripts in female newborn pups were significantly up-regulated (Tables 1 & 2). Additionally, 4 mg FA caused a significant up-regulation of the neurotransmitter *Gabra6* in the cerebral hemispheres of both male and female newborn pups (Tables 1 & 2). These results indicate that the differences in the amount of maternal FA during gestation can modulate expression of neural genes in the offsprings’ cerebral hemispheres.

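The Kif17 probe lies on chromosome 4 (137852169 to 137854171). In males its log2 signal was 4.65 ± 0.78 (SD, n = 3 pools) in the 4 mg group and 3.97 ± 0.70 (SD, n = 3) in the 0.4 mg group, well above background on 1 array of each. The log2 fold change was 0.68, with −0.79, 1.66 and 1.15 on the 3 slides, and between 0.26 and 1.06 with each array left out. With the authors' deposited values the log2 fold change was 1.39. The probe was too dim for the limma test. The Nos1 probe lies on chromosome 5 (118402831 to 118402890). In females its log2 signal was 6.41 ± 0.69 (SD, n = 3) in the 4 mg group and 5.30 ± 1.38 (SD, n = 3) in the 0.4 mg group, where 2 arrays were well above background. The log2 fold change was 1.11 (standard error 0.74, limma adjusted p = 1), with 0.26, 0.09 and 2.98 on the slides, and 0.40 without replicate 3 of the 0.4 mg group.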

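Gabra6, which encodes a subunit of the GABA-A receptor, is measured by a probe on chromosome 11 (42120087 to 42120146). In females it was well above background on 1 array, replicate 3 of the 4 mg group, where its log2 signal was 13.86. The other 2 arrays of that group were at 4.05 and 3.32 and all 3 of the 0.4 mg group at 3.32. This gives a change of at least 4.21-fold, and the log2 fold change of 3.76 became 0.36 without that array. In males it was well above background on 1 array of the 4 mg group, with a log2 signal of 5.87, and on none of the 0.4 mg group. The log2 differences on the 3 slides were 2.54, −0.49 and −1.60, their mean was 0.15 (−0.70 without replicate 1 of the 4 mg group), and no fold is given because the bound was under 1. With the authors' deposited values the log2 fold change in males was 1.13. Gabra6 was too dim to be tested with limma in either sex.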

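Of the genes of both tables together, 40 of 53 had a measured fold, 5 a lower bound and 8 no fold. In females, the glutamate transporter gene Slc17a7 (chromosome 7, 52430841 to 52430900) had a log2 signal of 9.03 ± 0.89 (SD, n = 3 pools) in the 4 mg group and 6.81 ± 3.05 (SD, n = 3) in the 0.4 mg group. Its log2 fold change was 2.22 (standard error 1.21), higher on all 3 slides, by 0.53, 1.07 and 5.07, and 0.48 without replicate 3 of the 0.4 mg group. Pax6 in females had a log2 fold change of 1.60, with 0.10, −0.36 and 5.05 on the slides, and −0.32 with normexp background correction. Gabra2 in females had a log2 fold change of 1.99, which was 0.03 without replicate 2 of the 0.4 mg group and −0.49 at its brightest probe, and Cnr1 one of 1.81, which was 0.48 without the same array. In males, Gsk3b had a log2 fold change of 1.81, which was 0.04 without replicate 3 of the 0.4 mg group. The limma adjusted p of each of these 5 genes was 1.

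**Figure D2:**
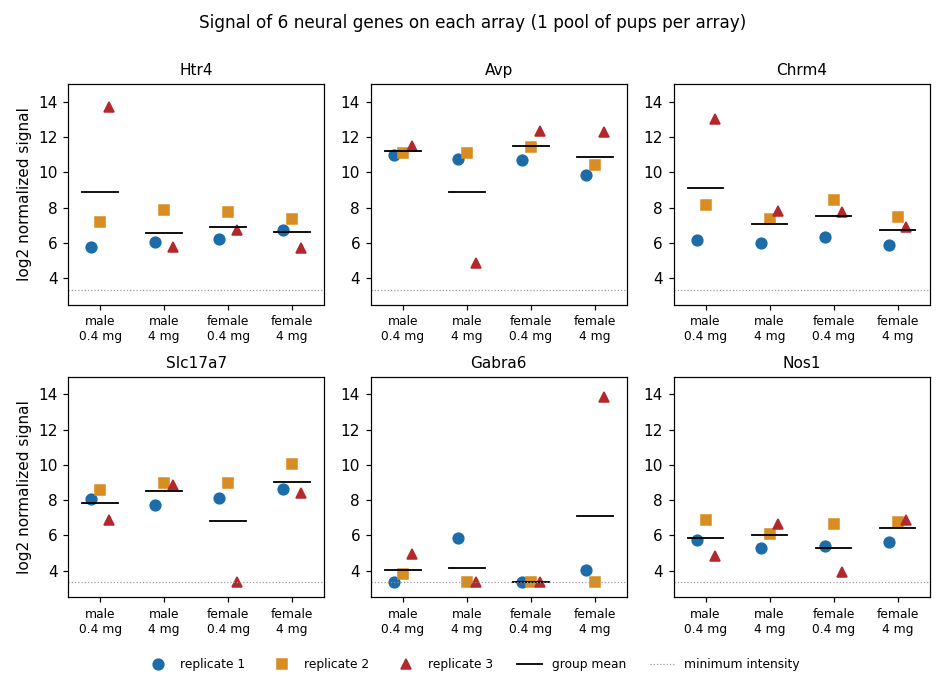
Log2 normalized signal of Htr4, Avp, Chrm4, Slc17a7, Gabra6 and Nos1 on each array, with 4 groups per panel, replicates 1 to 3 as blue circles, orange squares and red triangles, the group mean as a black line and the minimum intensity as a dotted line. A single array lies apart in several panels, as for Gabra6 at 13.86 in the female 4 mg group.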

**Table 1:** Neural genes altered ≥2 fold in the cerebral hemisphere of male pups from mothers having FA supplementation during gestation at 4 mg/kg in comparison to mothers at 0.4 mg/kg diet.

Accession	Symbol	Fold Change	Direction of Change	Pathway
ref|NM_008313	Htr4	−3.70	↓	Dopa-Seretonin
ref|NM_013561	Htr3a	−3.67	↓	Dopa-Seretonin
ref|NM_019823	Cyp2d22	−3.04	↓	Dopa-Seretonin
ref|NM_015743	Nr4a3	−2.60	↓	Dopa-Seretonin
ref|NM_001038845	P2rx7	−3.96	↓	GABA-Glutamate
ref|NM_009732	Avp	−3.77	↓	GABA-Glutamate
ref|NM_007699	Chrm4	−3.12	↓	Neuro-transmitter
ref|NM_009170	Shh	−3.49	↓	Neurogenesis
ref|NM_009115	S100b	−2.99	↓	Neurogenesis
ref|NM_010291	Gjb5	−2.50	↓	Gap junctions
ref|NM_008123	Gja8	−2.07	↓	Gap junctions
ref|NM_019827	Gsk3b	3.27	↑	Dopa-Seretonin
ref|NM_009414	Tph1	2.48	↑	Dopa-Seretonin
ref|NM_173391	Tph2	2.14	↑	Dopa-Seretonin
ref|NM_013761	Srr	2.35	↑	GABA-Glutamate
ref|NM_182959	Slc17a8	2.30	↑	GABA-Glutamate
ref|NM_008068	Gabra6	2.15	↑	GABA-Glutamate
ref|NM_010623	Kif17	2.43	↑	Synaptic plasticity
ref|NM_008689	Nfkb1	2.25	↑	Synaptic plasticity
ref|NM_001042528	Cacna1b	2.42	↑	Neuronal-Ion Channels
ref|NM_145983	Kcna5	2.11	↑	Neuronal-Ion Channels
ref|NM_008426	Kcnj3	2.09	↑	Neuronal-Ion Channels
ref|NM_018732	Scn3a	2.07	↑	Neuronal-Ion Channels
ref|NM_177781	Trpa1	2.00	↑	Neuronal-Ion Channels
ref|NM_021382	Tacr3	2.20	↑	Neurotransmitter
ref|NM_009216	Sstr1	2.17	↑	Neurotransmitter
ref|NM_008312	Htr2c	2.12	↑	Neurotransmitter
ref|NM_001001496	Gja6	2.07	↑	Gap Junctions
ref|NM_172989	Lpar1	2.03	↑	Gap Junctions
ref|NM_008737	Nrp1	2.30	↑	Neurogenesis

↑ = Up regulated.

↓ = Down regulated.

**Table 2:** Neural genes altered ≥2 fold in the cerebral hemisphere of female pups from mothers having FA supplementation during gestation at 4 mg/kg in comparison to mothers at 0.4 mg/kg diet.

Accession	Symbol	Fold Change	Direction of Change	Pathway
ref|NM_172523	Slc18a2	−3.14	↓	Dopa-Seretonin
ref|NM_010484	Slc6a4	−2.84	↓	Dopa-Seretonin
ref|NM_198190	Ntf5	−3.30	↓	Neurotrophin receptor
ref|NM_032002	Nrg4	−2.28	↓	Neruotrophin receptor
ref|NM_145129	Chrna3	−2.13	↓	Neurotransmitter
ref|NM_001037712	Kcnh6	−2.09	↓	Neuronal-Ion Channels
ref|NM_020493	Srf	−2.98	↓	Synaptic plasticity
ref|NM_011654	Tuba1b	−3.32	↓	Gap junctions
ref|NM_011198	Ptgs2	3.83	↑	Dopa-Seretonin
ref|NM_138942	Dbh	2.40	↑	Dopa-Seretonin
ref|NM_019911	Tdo2	2.12	↑	Dopa-Seretonin
ref|NM_008068	Gabra6	12.82	↑	GABA-Glutamate
ref|NM_182993	Slc17a7	4.81	↑	GABA-Glutamate
ref|NM_008066	Gabra2	4.02	↑	GABA-Glutamate
ref|NM_205783	Chrm5	4.29	↑	Neuro-transmitter
ref|NM_007726	Cnr1	3.30	↑	Neuro-transmitter
ref|NM_009217	Sstr2	2.39	↑	Neuro-transmitter
ref|NM_007578	Cacna1a	2.34	↑	Neuronal-Ion Channels
ref|NM_008427	Kcnj4	2.20	↑	Neuronal-Ion Channels
ref|NM_013627	Pax6	2.25	↑	Neurogenesis
ref|NM_144939	Frs3	2.60	↑	Neruotrophin receptor
ref|NM_008712	Nos1	2.17	↑	Synaptic plasticity
ref|NM_080450	Gjc3	2.07	↑	Gap Junctions

↑ = Up regulated.

↓ = Down regulated.

### Quantitative RT-PCR Confirmed Alteration of Gene Expression as a Result of High Maternal FA

To validate the microarray results, qRT-PCR was performed for nine randomly selected genes (*Xist*, *Nkx6-3*, *Leprel1*, *Nfix*, *Slc17a7, Cpn2, Htr4, Zfp353, and Vgll2*) whose expressions were altered in male or female newborn pups from 4 mg of maternal FA. The housekeeping gene *Hprt* was used as an internal control in male newborn pups, and *Gapdh* was used as an internal control in female newborn pups. Expression of both these genes did not show differences between the two diet groups. 

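On the arrays, all 9 genes chosen for qRT-PCR changed in the direction stated for them: Cpn2, Zfp353 and Htr4 lower and Xist and Nkx6-3 higher in males, and Vgll2 lower and Leprel1, Nfix and Slc17a7 higher in females. Of these, 7 passed the 2-fold rule and 5 had the same direction on all 3 slides. With limma, 5 could be tested and 0 passed, over all probes or adjusted over the list alone, with a smallest adjusted p of 0.277 over the list by limma and 0 genes at an unadjusted p under 0.05. With the replicate block, 0 passed over the list, with a smallest adjusted p of 0.236 by limma, and 1 gene, Slc17a7, had an unadjusted p under 0.05. The genes were chosen by the study on these samples, so this is not independent evidence. Cpn2 in males (chromosome 16, 30256894 to 30256953) was at the minimum intensity on all 3 arrays of the 4 mg group and well above background on 1 array of the 0.4 mg group, at least 1.41-fold lower. The log2 differences on the slides were −1.96, −2.24 and −1.35, and with each array left out in turn the log2 fold change stayed at −1.66 or lower. Nkx6-3 in males (chromosome 8, 24268914 to 24268973) had a log2 fold change of 1.52, measured on 2 arrays of the 4 mg group and 1 of the 0.4 mg group, with 0.88, 1.51 and 2.18 on the slides, and of 1.14 or more with each array left out in turn. Vgll2 in females (chromosome 10, 51748095 to 51748154) had a log2 fold change of −1.24, with −1.81, −0.90 and −0.99 on the slides, and −0.43 without replicate 1 of the 4 mg group. When both arrays of 1 slide were left out, it lay between −1.40 and −0.95. Nfix in females (chromosome 8, 87250416 to 87250475) had one of 0.78, with 0.44, 0.43 and 1.48, and 0.31 without replicate 3 of the 0.4 mg group. Another Nfix probe, well above background on all 12 arrays, had a log2 fold change of 1.17. Leprel1 in females was at least 1.06-fold higher, on 1 array of the 4 mg group and none of the 0.4 mg group, and its log2 fold change of 1.30 became 0.48 without that array. Zfp353 was below background on all 6 male arrays. Xist (chromosome X, 100656289 to 100656348) was at least 1.04-fold higher in males. It was well above background on 1 male array, replicate 1 of the 4 mg group, with a log2 signal of 8.28, and at the minimum of 3.32 on the other 5.

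**Figure D3:**
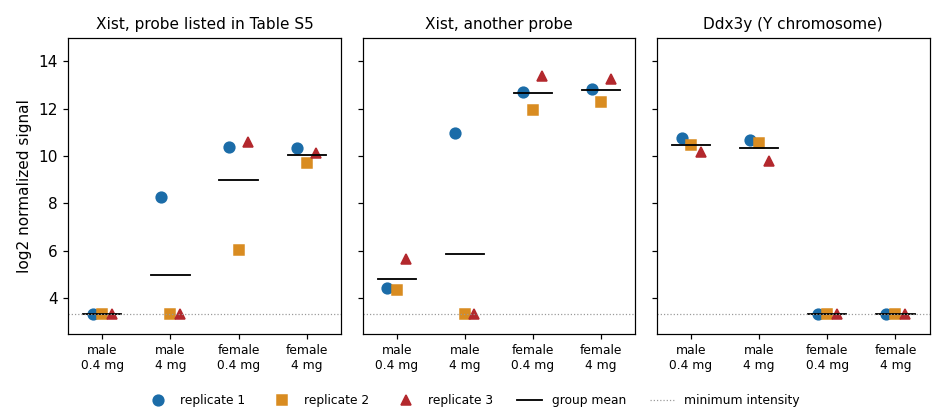
Log2 normalized signal of Xist at the probe listed in Table S5 and at another probe, and of the Y-linked gene Ddx3y, on each array of the 4 groups, with replicates as separate symbols, the group mean as a black line and the minimum intensity as a dotted line. Among males, Xist stands out on replicate 1 of the 4 mg group, at 8.28 for the listed probe.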

The results of qRT-PCR (Figures 2A & 2B) showed a similar expression directional pattern and agreed well with the results of the microarray experiments. In male newborn pups, the carboxypeptidase N, *Cpn2*; the zinc finger protein, *Zfp353*; and the serotonin receptor, *Htr4*; and in female newborn pups, the vestigial-like 2 gene, *Vgll2*, were significantly (*P*<0.05) down-regulated (Figures 2A & 2B). The imprinted gene, *Xist*, and the homeobox gene, *Nkx6-3*, were up-regulated significantly (*P*<0.001), in the cerebral hemispheres of male newborn pups. Moreover, in female newborn pups from 4 mg maternal FA supplementation, *Leprel1* that encodes an enzyme critical for collagen chain assembly; *Nfix* that encode transcriptional factor; and sodium-dependent phosphate transporter, *Slc17a7*, were significantly (*P*<0.05) up-regulated (Figure 2A & 2B). These qRT-PCR results provided further evidence that the high amounts of maternal FA results in alterations in the gene expression in newborn’s cerebral hemispheres.

**Figure 2:**
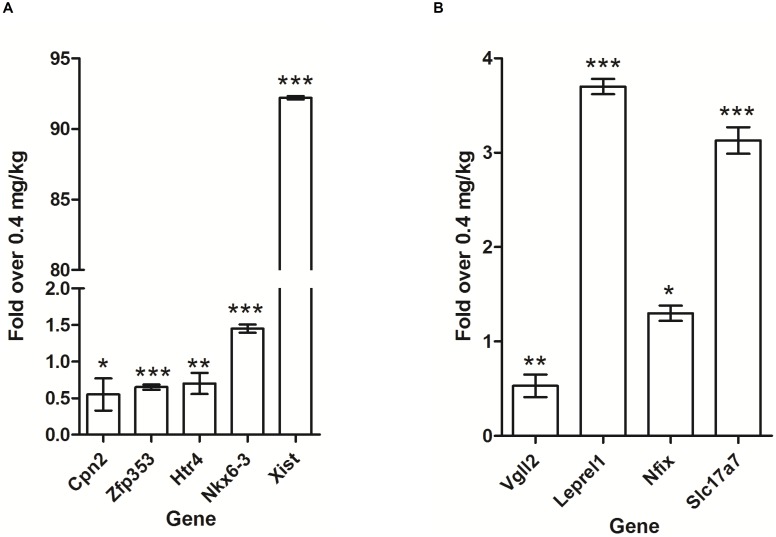
A: Quantitative RT-PCR confirmation of microarray data. Relative expression of the *Cpn2*, *Zfp353*, *Htr4*, *Nkx6-3* and *Xist* transcripts in the cerebral hemispheres of male newborn pups, from mothers supplemented with FA at 4 mg/kg of diet. The results were normalized to *Hprt* transcript expression, and expressed as relative values in comparison to corresponding transcripts from newborn pups with FA at 0.4 mg/kg diet. Results represent means ± S.D; asterisks denote statistically significant change (***P<0.001, **P<0.01 and *P<0.05). **B**): **Quantitative RT PCR confirmation of microarray data**. Relative expression of the *Vgll2*, *Leprel1*, *Nfix* and *Slc17a7* transcripts from the cerebral hemispheres of female newborn pups, from mothers supplemented with FA at 4 mg/kg of diet. The results were normalized to *Gapdh* transcript expression, and were expressed as relative values in comparison to corresponding transcripts from newborn pups with FA at 0.4 mg/kg diet. Results represent means ± S.D; asterisks denote statistically significant change (***P<0.001, **P<0.01 and *P<0.05).

### Western Blot Analysis Confirmed High Maternal FA Alters the Expression of Slc17a7p and Vgll2p in Newborn Pups Cerebral Hemisphere

In order to confirm that the gene expression changes observed in microarray analysis and qRT-PCR are translated to protein functions, we examined whether the alterations in the expression of *Slc17a7* and *Vgll2* transcript correlate with the expression of protein level. Western blot analysis and quantification of the protein levels using ImageJ software (NIH) revealed a significant up-regulation in the expression of Slc17a7p (Figures 3A & 3B) and reduction in the expression of Vgll2p (Figures 3C & 3D) in female newborn pups whose mothers received high maternal FA. These results exhibited that the high maternal FA results in alterations in gene expression in newborns’ cerebral hemispheres. Moreover, they further confirmed that the differential gene expression observed in microarray analysis and qRT-PCR as a result of different amounts of maternal FA are similarly reproduced at the protein level.

**Figure 3:**
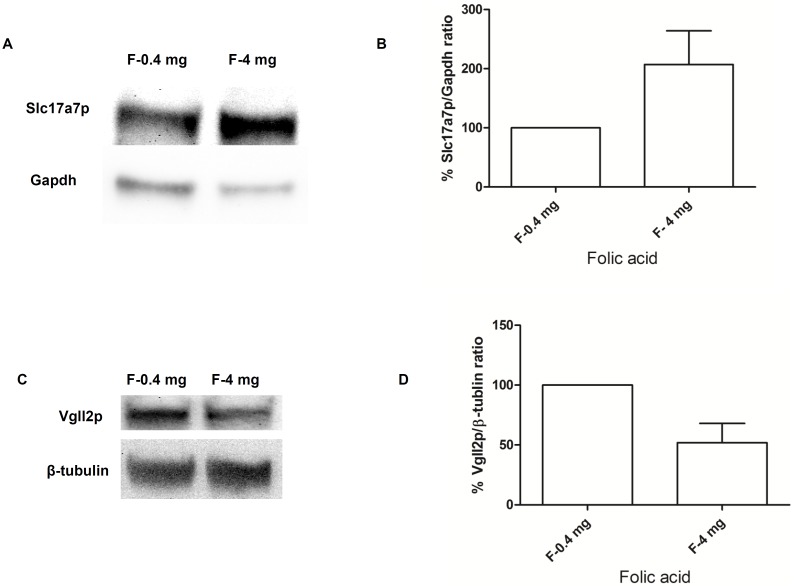
High maternal FA alters the expression of Slc17a7p and Vgll2p in the cerebral hemispheres of female newborn pups. Total cell lysates from the cerebral hemispheres of female (F) newborn pups were prepared from both 0.4 mg/kg and 4 mg/kg FA diet groups and proteins were resolved on 10% Tris/HEPES/SDS-polyacrylamide gels. The blot was probed with Slc17a7p antibody (**A**, **B**) or with Vgll2p antibody (**C**, **D**). To confirm equal protein loading, the membranes were re-probed with GAPDH/β-tubulin antibodies. The left panel represents one representative blot and the right panel shows densitometric evaluation of two independent experiments. Densitometric evaluation of the bands were calculated by using the Image J software and normalized to the densities of GAPDH//β-tubulin. The values corresponding to 0.4 mg/kg FA diet were arbitrarily set to 100%, and the 4 mg/kg values are presented relative to this. The densitometric values represent the mean, and the error bar represents the inter-variability among independent experiments.

### Higher FA Supplementation during Pregnancy and throughout Life Moderately Modifies Behavior

In order to test whether the dose of maternal FA may lead to behavior modifications, we first studied the behavior of mice pups whose mothers were fed FA at 0.4 or 4 mg/kg diets for USVs. Then pups continued receiving FA diets throughout the lifespan and were tested for sociability, anxiety, obsessive-compulsiveness, and learning and memory during adulthood (starting at 8 weeks of age) in order to assess the behavioral outcome as a result of the cumulative exposure of gestational and lifelong FA (Results Table S8 in File S1).

#### USVs

All of the pups had increases in weight across P2 to P6, and the males weighed significantly more than the female pups overall, but sex did not interact with the FA dose or age. The 4 mg/kg pups weighed significantly more than the 0.4 mg/kg pups overall, which interacted with age. *Post-hoc* analysis revealed that the 4 mg/kg pups weighed significantly more on P4 and P6 but not P2 (Figure 4A). The offspring were tested for USVs in response to maternal separation on P2, P4, and P6. The 4 mg/kg pups had a longer total duration of calls than the 0.4 mg/kg pups (Figure 4B). There was no difference between the sexes or age of the pups. There was an interaction between the dose of FA and the age of testing as the 0.4 mg/kg pups' call duration was the longest at P2 and decreased across age, while the 4 mg/kg pups had their shortest call duration on P2, and the call duration gradually increased until P6. This finding was confirmed by *post-hoc* analysis of the interaction between age and FA dose, which revealed a difference between the FA groups on P2, where the 4 mg/kg pups made longer calls than the 0.4 mg/kg pups, but not on P4 and P6. The mice exposed to FA at 4 mg/kg diet *in utero* and throughout the experiment emitted more USVs than did the 0.4 mg/kg group (Figure 4C). This finding did not differ by the sex or the age of the pups. There were no interactions of FA dose, age of testing, or sex.

**Figure 4:**
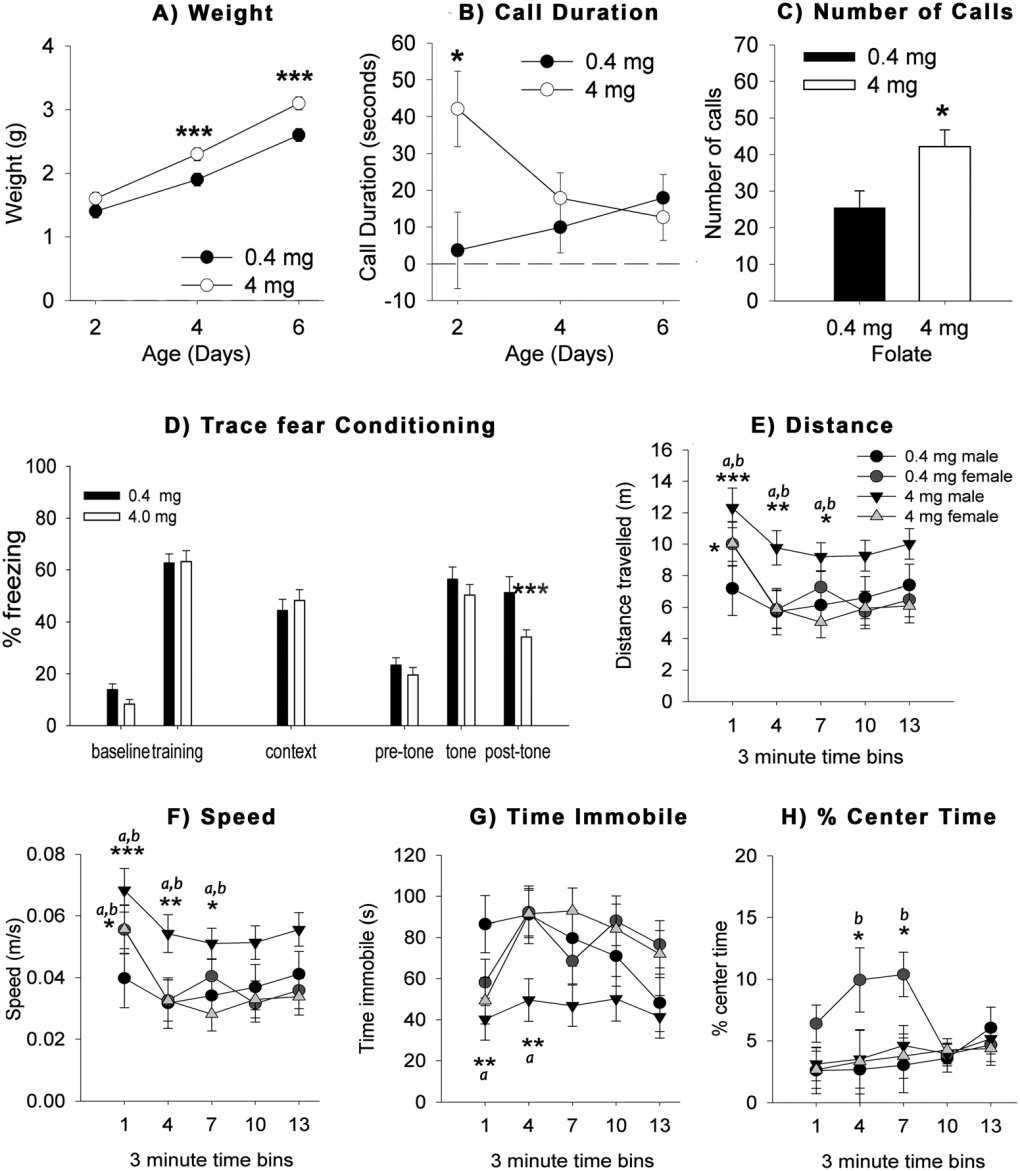
FA supplementation during gestational development and post-weaning period modifies behavior. *Ultrasonic vocalizations (panels* ***A–C*** *)*. Juvenile mice were recorded for 5 min upon separation from their dams. There were no differences between the sexes in any of these measures. **A**) The mice exposed to FA at 4 mg/kg weighed more on P4 and P6 than the 0.4 mg/kg-exposed mice. **B**) The mice exposed to FA at 4 mg/kg made longer calls on P2, but not on P4 and P6. **C**) The mice exposed to FA at 4 mg/kg made significantly more calls than the 0.4 mg/kg group. **D**) *Trace fear conditioning*. FA did not affect learning and memory in mice. The graph presents the group averages for the percentage of time spent freezing from the different stages of the experiment. The 4 mg/kg group froze less after the tone ended during the cued fear conditioning (0.4 mg/kg n = 16; 4 mg/kg n = 16). *Open field*. **E**) The 4 mg/kg males travelled the longest distance in each 3 min bin across the 15 min compared to the other sexes and treatment groups. The 0.4 mg/kg males travelled the least distance at the beginning of the test and became less mobile as the test progressed. Both the 0.4 and 4 mg/kg females were more active at the beginning and spent more time immobile later in the test period. a: significantly (*P*<0.05) different than the 0.4 mg/kg males; b: significantly different (*P*<0.05) than the 4 mg/kg males. **F**) The total distance travelled by the 4 mg/kg males over the entire 15 min was significantly greater than the 0.4 and 4 mg/kg females, but not the 0.4 mg/kg males (0.4 mg/kg, males n = 6; females n = 9; 4 mg/kg, males n = 11, females n = 9). **G**) Overall time immobile differed across the experiment. The 4 mg/kg males spent significantly less time immobile during the first two time bins compared to the 0.4 mg/kg males. There were no differences between the female FA groups. **H**) There were no effects of FA or time bin on percent center time; however, the 0.4 mg/kg females spent a significantly greater percentage of time in the center compared to the 0.4 mg/kg males in the second and third time bins. Open field asterisks denote significant differences from the ^a^low versus high FA groups, and between ^b^males versus females. For all graphs: *P<0.05; **P<0.01; ***P<0.001 was used.

#### Trace Fear Conditioning

Figure 4D shows the percent freezing data from the trace fear conditioning test. FA dose did not affect freezing behavior during training or contextual fear conditioning, but there was an increase in freezing after the cue was presented in the 0.4 mg/kg mice. All of the mice froze significantly more following training than during baseline. There were no differences in freezing on the training day between the 0.4 and 4 mg/kg FA groups. On the next day when the animals were placed in the same context without the tone or shock, both FA groups froze to a similar extent. On day 3, the mice were placed into a novel context and exposed to the tone. All of the mice froze more when the tone was on than during the pre-tone or post-tone time periods. FA dose did affect freezing levels overall. There were no differences between the FA groups during the baseline or when the tone was on. However, the 4 mg/kg FA mice froze significantly less in the post-tone period than did the 0.4 mg/kg mice. There was no effect of sex in any of the measures (details in Results S1 in File S1).

#### Open Field

Figure 4, panels' E-H illustrate the data from the open field exploration test. Mice were placed into the open field, and time immobile, distance travelled, speed and center time were recorded across 15 min. Male mice from the dams fed the 4 mg/kg diet showed increased hyperactivity at the beginning of the test. The distance traveled was highest at the beginning of the test and dropped as shown by a significant effect of time bin (Figure 4E). *Post-hoc* analysis revealed that the 4 mg/kg males travelled a significantly greater distance than the 0.4 mg/kg males during the first three time bins. There were no differences between the female mice on distance traveled. The data for the speed of the mice were very similar, as the mice travelled at a greater speed at the beginning of the test (Figure 4F). This was shown by an effect of time bin. *Post-hoc* analysis revealed that the 4 mg/kg males moved at a greater speed than the 0.4 mg/kg males during the first three time bins. There was no difference between the females in the speed measure. Overall time immobile differed across the experiment (Figure 4G). *Post-hoc* analysis of the treatment groups by sex showed that the 4 mg/kg males spent significantly less time immobile during the first two time bins compared to the 0.4 mg/kg males. There were no differences between the female FA groups, nor there were any effects of FA or time bin on percent center time (Figure 4H). This was shown by lack of a significant effect of time bin. *Post-hoc* analysis revealed that the 0.4 mg/kg females spent a significantly greater percentage of time in the center compared to the 0.4 mg/kg males in the second and third time bins. There were no differences within the females or males due to FA dose.

#### Social Approach, Elevated Plus Maze, Spontaneous Grooming, Marble Burying and Buried Food

In the social approach test, offspring from both doses of FA demonstrated social behavior with a significant preference for the chamber with the stranger mouse and time spent sniffing the stranger mouse (File S1). Neither treatment elicited greater levels of anxiety-like behavior, as shown by no difference in percent open arm time or percent open arm entries. There was no difference in repetitive grooming between the 0.4 mg/kg and 4 mg/kg groups, or between the sexes, or interaction between treatment and sex. There was no difference between the FA groups on obsessive-compulsive like behavior, as shown by the number of marbles buried (File S1, Table S8), which was not affected by sex and FA. Neither group showed an olfactory deficit in finding the buried food (File S1, Table S8). There was no difference between the sexes and sex did not interact with the FA dose.

## Discussion

Fetal gestational development is controlled by precise regulation of gene expression, and epigenetics plays a crucial role in regulating gene expression during development. Recently we reported that maternal FA during gestation induces a substantial alteration in methylation patterns (both hypo- and hyper-) in a site-specific manner both in CpG and non-CpG contexts throughout the genome of offspring cerebral hemispheres [15]. In the current study, we have found that changes in the amount of FA in the maternal diet during gestation dysregulates gene expression in the newborns' cerebral hemispheres, and gestational and lifelong exposure to higher levels of FA moderately modified the pups' behavior. Key developmental genes including those involved in neural pathways, neurotransmitters, neuronal-ion channels, GABA and glutamatergic-synapse, dopamine-serotonin and synaptic plasticity which may modulate the behavior of offspring, exhibited alterations in expression due to the higher level of FA supplementation. For example, *Kif17*, which plays an important role in the transport of vesicles containing the *N*-methyl-D-aspartate receptor and the K+ channel subunit Kv4.2 to dendrites in mammals [30], [31], was up-regulated by more than two-fold in the cerebral hemispheres of male newborn pups from mothers that received higher FA diets. 

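Kif17 has other probes on the array besides the listed one. In males 1 of them, well above background on all 12 arrays, had a log2 fold change of −0.07 between the 4 mg and 0.4 mg groups, and another, well above background on 11 arrays, had one of 0.36.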

Because the kinesin superfamily of proteins play important roles in receptor transportation, and *Kif17* contributes to neuronal development, such alteration of *Kif17* expression may modulate synaptic plasticity in the offspring brain. Likewise, female newborn pups from higher maternal FA supplementation exhibited an up-regulation of the *Nos1*. In this regard, a recent study has shown that schizophrenic patients show significant up-regulation of *Nos1* in their dorsolateral-precerebral cortices [32]. 

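Another probe of Nos1, well above background on all 12 arrays, had a log2 fold change of −0.27 in females, opposite in sign to the listed probe.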

Consequent to changes in gene expression, we found a moderate alteration in behavioral outcome when offspring were assessed behaviorally. Pups from dams exposed to a higher dose of FA during gestation and lactation made increased USVs as neonates; these behaviors may have originated from FA induced alteration of gene expression during the gestational period. Increased USVs have been found in mouse models for autism [33], [34]. Anxiety symptoms are highly prevalent in children with developmental disorders, including autism [35]. 

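The arrays measured Htr4 (chromosome 18, 62627259 to 62627318) well above background on all 6 male arrays. The log2 signal was 6.08, 7.85 and 5.77 in replicates 1, 2 and 3 of the 4 mg group, and 5.79, 7.18 and 13.70 in those of the 0.4 mg group. On slides 1 and 2 the 4 mg pool was higher, by 0.29 and 0.67, and on slide 3 it was lower, with a log2 difference of −7.93. The group means were 6.57 ± 1.12 (SD, n = 3 pools) and 8.89 ± 4.23 (SD, n = 3), and the standard error of the log2 fold change was 1.61. A further Htr4 probe was below background on all 12 arrays.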

Of note, our result of microarray and qRT-PCR shows significant down-regulation in the expression of *Htr4* in the cerebral hemispheres of male newborn pups of higher maternal FA. *Htr4* is considered as a putative candidate gene for autism and was found to be differentially expressed in lymphoblastoid cell lines from individuals with autism spectrum disorders [36], [37]. *Htr4* is known to modulate the release of neurotransmitters, and irregularities in serotonergic neurotransmission have been linked to a variety of neuropsychiatric diseases [38]. Alterations in *Htr4* expression as a result of higher FA during gestational development may play a role in the genetic predisposition to psychiatric diseases. Similarly, the expression of *Slc17a7* was up-regulated significantly both at the mRNA and the protein levels in female newborn pups born to mothers that received a high FA diet. *Slc17a7* is known to be expressed mainly in the axon terminals of neocortical neurons, and to critically modulate the efficacy of glutamatergic synaptic transmission [39]–[43]. Several studies have shown that alterations in expression of vesicular glutamate transporters impact various brain disorders including schizophrenia, Parkinson's disease and Alzheimer's disease; moreover, a recent study has shown increased expression of *Slc17a7* in the white matter of schizophrenic patients [44], [45]. Considering the functional role of *Slc17a7* in synaptic plasticity, the up-regulation in the expression of *Slc17a7* in cerebral hemispheres of female newborn pups as a result of high maternal FA may cause consequent changes in behavior as observed in this study. However, behavior modification may result from a cumulative effect of high FA during gestational development as well as post-weaning period.

Furthermore, the qRT-PCR data also showed alterations in the expression of *Nfix* and *Vgll2* in female newborn pups and *Nkx6–3* in male newborn pups from high maternal FA. The expression of *Nfix* that was shown to play a central role in hippocampal morphogenesis [46], was significantly up-regulated, and the expression of *Vgll2* was down-regulated in female newborn pups from mothers fed higher FA diets. The biological consequences of such down-regulation in the expression of *Vgll2* may have far-reaching implications, as vestigial-like genes are reported to modulate cell fate and embryonic patterning [47]. *Nkx6-3*, which controls numerous developmental processes including the central nervous system, was also up-regulated in male newborn pups from mothers fed higher FA diets. We speculate that mechanistically such changes in gene expression may be modulated more in a site- and gene-specific manner with the methylation of individual CpGs due to high maternal FA. These gene expression changes could be the direct result of methylation of specific cytosine residues, both in CpG and other contexts, as we have recently reported [15]. Methylation data is available in the NCBI SRA with accession number SRX482108. Cytosine methylation may affect the gene expression either in cis-configuration affecting expression of the same gene and/or reading frame, or methylation of one gene may modulate expression of another gene elsewhere in the genome in a trans-configuration. While it is a logical conclusion that gene expression changes during gestational development may have contributed to the changes in behaviors, more direct evidence is necessary. These conclusions, however, will have to be confirmed by direct sequencing methods. We also cannot exclude alternative mechanisms, as DNA methylation is also modulated by other factors such as methylenetetrahydrofolate reductase (MTHFR) activity, and is not restricted on folate status alone [48], [49].

Next, we analyzed whether the amount of FA received during gestation and throughout the lifespan impacts the behavior of offspring. The results of our behavioral studies have shown that higher FA exposure resulted in males being more active in the open field during adulthood. This finding is reflected in the open field test, which measures the general exploratory behavior of mice in a novel environment in which the males in the higher FA group travelled a greater distance. In this context, we found that in male newborn pups, the expression of the imprinted gene *Xist* was up-regulated by 90 fold. *Xist* is well known for its actions in transcriptional silencing and plays an important role in developmental components by modulating dosage compensation [50], [51]. Moreover, previous studies have shown that *XIST* is over-expressed in males diagnosed with Klinefelter syndrome compared to XY controls, suggesting a silencing of many genes on the X chromosome, resulting in dysregulation of X-linked gene expression [52]. Gender differences observed in gene expression alteration could be the result of genomic imprinting and X-inactivation. Some of the gender-related differences in gene alteration may explain the differences in behaviors between the males from the higher-dose group being more active than females. Of note, some of the behavior resulting from higher FA that we found in this study may have been caused by alterations in methylation levels, as aberrant DNA methylation is associated with reduced neurogenesis and increased genomic instability, and has been linked to cognitive impairments, including fragile X and Rett syndromes [53]–[55]. However, this study found no differences in social behavior or learning and memory between the two groups. Thus, the result of the behavioral study indicates that gestational and lifelong exposure to higher levels of FA may impact some behavioral changes, if not drastic alterations. One caveat of our experimental design is that it continued a FA-rich diet during the post-weaning period. Therefore, it cannot be determined whether the changes in behavior observed in this study are due to excess FA during gestational/lactational development or to continued postnatal supplementation. In the future, studies of FA-rich diets restricted to during gestational development or stopped upon closure of the neural tube should clarify this aspect, as well as ascertain whether excess FA-induced unintended changes can be minimized or eliminated.

## Conclusions

In view of a recent report that FA consumed by pregnant women four weeks prior to and 8 weeks after conception in Norway contributes to a lower risk of autism [56], it is clear that the timing of FA supplementation is critical. There is also the possibility of genetic predisposition that would make certain at-risk populations more susceptible to changes in dietary epigenetic factors. Thus, autism may have genetic predisposition, which is exacerbated with environmental contributors such as epigenetic factors. Additionally, a recent study in rodents has shown that FA may be useful in clinical interventions to promote brain and spinal cord healing; however higher dose-induced decreased axonal regeneration, which may be associated with reduced *de novo* methyltransferase levels, indicates a ceiling on the regenerative potential provided by FA supplementation [57]. We suggest that moderation of FA supplementation be exercised during gestation and during the life span, as alterations of nutrient intake may modulate susceptibility to various diseases. Our findings demonstrate both that FA is an important contributing factor that can A) alter global gene expression, B) epigenetically reprogram brain structure, and C) affect its function, and that there may be a loss of benefit from higher amounts of FA. Even though numerous genes were identified as being altered in our study, it is unlikely that all these genes will have adverse consequences as shown by the behavior analysis of our data (no differences in social behavior or learning and memory). In the future, it will be of interest to determine whether the alteration of gene expression has a combined, cumulative influence in reprogramming of the normal development of the brain.

## Supporting Information

File S1 File contains additional Methods S1 and Results S1 associated with the behavioral study, as well as several large microarray data Tables that are referenced in the text.
(DOCX) Click here for additional data file.

# Supplementary material for: Increasing Maternal or Post-Weaning Folic Acid Alters Gene Expression and Moderately Changes Behavior in the Offspring
**Source:** PLoS One. 2014 Jul 9;9(7):e101674. doi: 10.1371/journal.pone.0101674
**Supplement:** File S1 — File contains additional Methods S1 and Results S1 associated with the behavioral study, as well as several large microarray data Tables that are referenced in the text.

**METHODS S1**

Social Approach: Social approach behaviors were tested in an apparatus with 3 chambers in a single 25 minute session, divided into 3 phases, as previously described [1,2]. This experiment had two habituation phases (center and all 3 chambers) followed by one testing phase (sociability). The sociability test compared the preference for a social stimulus versus an inanimate object. The subject mouse was acclimated to the apparatus for 5 minutes in the center chamber only, and then for an additional 10 minutes with access to all 3 empty chambers. The subject was then confined to the middle chamber, while the novel object (an inverted wire cup, Galaxy Cup, Kitchen-Plus, Streetsboro, OH) was placed into one of the side chambers, and the stranger mouse, inside an identical inverted wire cup, was placed in the opposite side chamber. The location (left or right) of the novel object and stranger mouse alternated across subjects. The chamber doors were opened simultaneously, and the subject had access to all 3 chambers for 10 min. Video tracking with ANY-maze (Stoelting, Inc.; Wood Dale, IL) automatically scored the time spent in each of the 3 chambers, time spent sniffing the novel object or stranger mouse, and number of entries into each chamber during each 10-minute phase of the test.

Animals used as strangers were male or female C57BL/6J mice habituated to the testing chamber for 30-minutes sessions on 3 consecutive days and were enclosed in the wire cup to ensure that all social approach was initiated by the subject mouse. An upright plastic drinking cup weighed down with a lead weight was placed on top of each of the inverted wire cups to prevent the subject mouse from climbing on top. Both end chambers were maintained at a lighting level of 43-44 lux with 2 desk lamps angled away from the maze.

Marble Burying: Obsessive compulsive-like behavior was tested using the marble burying procedure described by [3]. Mice were placed individually in housing cages (28 x 28 x 13 cm) filled with 5 cm of cob bedding and covered with a filter top for 30 min. Each cage contained 20 black glass marbles that were evenly positioned in 4 x 5 rows in a grid. At the end, the mice were returned to their home cage and the number of buried marbles, defined by being more than 2/3 covered, were counted and photographed.

Elevated Plus Maze: Anxiety-like behavior was tested in the elevated plus maze as previously described [1,2]. The elevated (95 cm) plus maze consists of 2 open arms (30 x 5 cm x 0.25 cm) and 2 closed arms (30 x 5 x 15 cm) extending from a central (5 x 5 cm) area. Mice were placed in the central area facing an open arm and allowed to traverse the maze freely for 5 min. Arm entries (70% of mouse in the arm) and time spent in the open and closed arms were tracked and scored using ANY-maze software (Stoelting, Inc.). The open arms of the maze were lighted to 78-79 lux and the closed arms to 58-60 lux with 2 desk lamps angled away from the maze.

Self-grooming: Mice were scored for spontaneous grooming behavior. Each mouse was placed individually into a standard mouse cage. After a 10-minute habituation period in the test cage, each mouse was scored with a stopwatch for 10 minutes for cumulative time spent grooming all body regions.

Buried Food: Olfactory sensitivity was measured using the buried food test as previously described [4]. Several days before the test, an unfamiliar food (Teddy Grahams, Kraft Foods, Northfield, IL) was placed overnight in the home cages of the subject mice to avoid food neophobia on the day of testing. Cages were checked for uneaten cookie the following day. Most of the mice began eating the cookie in a short amount of time, and cookies were consumed in all home cages. Mice were food deprived for 20 hours prior to testing. Testing was conducted in a clean empty mouse cage containing clean home cage bedding 3 cm deep. Mice were allowed to explore for 5 minutes and then removed from the cage. A cookie was then buried 1 cm deep in the cage bedding. The subject mouse was returned to the cage and the latency to dig for the buried cookie was measured with a 15 minute cutoff.

**RESULTS S1**

Social Approach. Table S8 illustrates the sociability scores from the three chambered social approach task from the 0.4 or 4 mg FA groups. Sociability, defined as more time spent in the chamber with the stranger mouse than the chamber with the novel object, and did not differ by amount of FA in the diet. Both the 0.4 mg and 4 mg groups demonstrated a significant preference for spending time with a stranger mouse over a novel object (within subjects chamber time, F1,26 = 132.43, *P*<0.001) regardless of sex (within subjects chamber time by sex, F1,26 = 0.15, NS). Post-hoc analysis revealed that mice in both conditions spent significantly more time in the chamber with the stranger mouse compared to the novel object (*P*’s <0.001). Similarly, the time spent sniffing the stranger mouse was significantly greater than the time sniffing the novel object overall (within subjects sniff time in either chamber, F1,26 = 142.41, *P* <0.001) and with each folate dose group (*P*’s < 0.001) regardless of sex (within subjects sniff time in either chamber by sex, F1,26 = 0.43, NS). The mice made significantly more entries into the chamber with the stranger mouse (within subjects entries in either chamber, F1,26= 31.49, *P* < 0.001). FA dose did affect the overall number of entries (within subjects entries by folate dose, F1,26= 7.90 , *P* < 0.01) but both the mice treated with both doses made more entries into the chamber with the strange mouse (*P*’s < 0.05). Sex did not interact with FA dose (within subjects entries by sex, F1,26 = 1.21, NS.

Elevated Plus Maze. Anxiety-like behavior in the mice is shown by their performance on the elevated plus maze. There were no differences in anxiety-like behavior as shown by no difference in percent open arm time (F 1,18 = 0.10; NS) or percent open arm entries (F 1,18 = 0.03; NS). There was no effect of sex (F1,18 = 0.19, NS) or interaction between FA and sex (F1,18 = 0.00, NS) on percent open arm time, or sex on percent open arm entries (F1,18 = 0.06, NS) and sex did not interact with FA (F1,18 = 0.26, NS). The 4 mg FA mice almost made significantly more total entries arms of the maze (F1,18 = 4.41, *P* = 0.0501) indicating more locomotor activity independent of anxiety-like behavior. There was no effect of sex (F1,18 = 0.69, NS) or interaction between FA and sex (F1,18 = 2.40, NS).

Trace Fear Conditioning. There was no difference during baseline and training between the sexes (F1,29= 0.06, NS), or interaction between sex and FA dose (F1,46= 0.86, NS). During contextual fear conditioning there was no difference between the sexes (F1,29= 0.40, NS) and sex did not interact with FA dose (F1,29= 4.11, NS). During cued fear conditioning there was no difference between the sexes (F1,29= 0.10, NS) and sex did not interact with FA dose (F1,29= 2.14, NS).

Reference List

1. Chadman KK, Gong S, Scattoni ML, Boltuck SE, Gandhy SU, et al. (2008) Minimal aberrant behavioral phenotypes of neuroligin-3 R451C knockin mice. Autism Res 1: 147−158.

2. Chadman KK (2011) Fluoxetine but not risperidone increases sociability in the BTBR mouse model of autism. Pharmacol Biochem Behav 97: 586−594.

3. Bruins Slot LA, Bardin L, Auclair AL, Depoortere R, Newman-Tancredi A (2008) Effects of antipsychotics and reference monoaminergic ligands on marble burying behavior in mice. Behav Pharmacol 19: 145−152.

4. Yang M, Crawley JN (2009) Simple behavioral assessment of mouse olfaction. Curr Protoc Neurosci Chapter 8: Unit 8.24. doi: 10.1002/0471142301.ns0824s48.

**Table S1**: List of primers used for qRT-PCR in this study to validate the microarray data.

| **Name** | **Sequences** |
| --- | --- |
| Cpn2-Forward | GGAGTGAGACCCAGCACAAC |
| Cpn2-Reverse | TGTTTCCGAGGAAAAACCAG |
| NK6-3-Forward | CAGATCCCACTGTACCAAGG |
| NK6-3-Reverse | CCAGTCTGGTGTCCCTATTG |
| Vgll2-Forward | TGAGCTTCCTGCATTTTTGA |
| Vgll2-Reverse | GTACCAGGTCTACGGTCCC |
| Leprel1 Forward | AGAACGTGTGAGCTGCTTCC |
| Leprel1 Reverse | TCCAACGCAGAGTTCCCTAC |
| Nfix-Forward | CACTGGGGCGACTTGTAGAG |
| Nfix-Reverse | AGGCTGACAAGGTGTGGC |
| Slc17a7-Forward | CGAAGCAAAGACCCCATAGA |
| Slc17a7-Reverse | GTGCAATGACCAAGCACAAG |
| Htr4, Zfp353, Xist, Hprt1, Gapdh | Source SA Biosciences (Frederick, MD, a Qiagen Co) |

**Table S2**: Genes down regulated ≥ 2 fold in the cerebral hemisphere of both male and female pups from mothers having FA supplementation at 4 mg/kg during gestation in comparison to mothers at 0.4 mg/kg diet.

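A transcript enters Table S2 when the mean of its 3 arrays in the 4 mg group is lower by 2-fold or more than that in the 0.4 mg group in each sex. When the rule was limited to probes well above background on all 3 arrays of at least 1 group, 10 probes were lower in both sexes.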

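Transcripts up-regulated in both sexes are those in which the mean of the 4 mg group was higher by 2-fold or more in males and in females alike. With the limit to probes well above background on all 3 arrays of at least 1 group, 14 probes met this.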

**Table S3**: Genes up regulated ≥ 2 fold in the cerebral hemisphere of both male and female pups from mothers having FA supplementation at 4 mg/kg during gestation in comparison to mothers at 0.4 mg/kg diet.

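For the transcripts down-regulated in males, 1308 probes are listed by the paper, of which 1299 were lower in the 4 mg group here and 930 by 2-fold or more. Across these probes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.847 with the paper's. Of these 930, 889 fell under 2-fold when 1 of the 6 arrays was left out. Of all 1308 probes, 244 had the same direction on the 3 slides. Of the 1308, 133 were well above background on all 6 arrays and 160 on none.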

**Table S4**: Genes down regulated ≥ 2 fold in the cerebral hemisphere of male pups from mothers having FA supplementation during gestation at 4 mg/kg in comparison to mothers at 0.4 mg/kg diet.

**Table S5**: Genes up regulated ≥ 2 fold in the cerebral hemisphere of male pups from mothers having FA supplementation during gestation at 4 mg/kg in comparison to mothers at 0.4 mg/kg diet.

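Table S5 lists 988 probes, of which 986 had values here and 982 were higher in the 4 mg group, 480 of them by 2-fold or more. The Pearson correlation of the log2 fold changes with the paper's, across probes, was 0.638. Of these 480, 448 fell under 2-fold without 1 array. Of all the probes, 414 had the same direction on the 3 slides. On all 6 arrays 94 probes were well above background, and on none 65.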

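The paper lists 918 probes as down-regulated in females. Of these, 916 were lower in the 4 mg group here, 356 by 2-fold or more, and the Pearson correlation of their log2 fold changes with the paper's, across probes, was 0.540. Of the probes at 2-fold or more, 338 fell under it without 1 of the 6 arrays. All 3 slides showed the same direction for 356 of the 918 probes. Of the 918 probes, 294 were well above background on none of the 6 arrays and 103 on all of them.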

**Table S6**: Genes down regulated ≥ 2 fold in the cerebral hemisphere of female pups from mothers having FA supplementation during gestation at 4 mg/kg in comparison to mothers at 0.4 mg/kg diet.

**Table S7**:Genes up regulated ≥ 2 fold in the cerebral hemisphere of female pups from mothers having FA supplementation during gestation at 4 mg/kg in comparison to mothers at 0.4 mg/kg diet.

[truncated: 16,019 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

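RNA from the cerebral hemispheres of newborn pups was measured on 12 one-color arrays, 3 pools of 3 pups for each combination of sex and maternal diet (0.4 or 4 mg FA per kg). The authors deposited the scanner software's output for each array, in which the intensity of every spot is given before and after background correction and without normalization between arrays. They also deposited log2 values of the same arrays, used here as an alternative. Each array had 62976 spots, of which 59305 were not controls, for 55681 probes. No spot was left out for saturation, and the number of saturated spots among those of highest signal was 0. A value was missing on at least 1 array for 346 probes after outlier spots had been left out.

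The groups, the tests and 24 alternatives were set before the data were examined. The main values were the processed signals, averaged over the spots of a probe, quantile normalized over the 12 arrays, set to at least 10 and brought to log2. Where a group was well above background on no array, the fold is a lower bound, and the log2 fold change printed beside it depends on that minimum. By the paper's rule, probes whose variance exceeded the median variance of all probes at p = 0.05 in a chi-square test were kept, and a transcript was called when the means of 3 arrays differed by 2-fold. Fold changes were also tested with limma 3.58.1 in R 4.3.3, with lmFit and eBayes on 1 mean for each of the 4 groups, over 28449 probes, and p-values were adjusted by the Benjamini-Hochberg method. Tables were read with data.table 1.17.8 and jsonlite 2.0.0, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Both the limma fit and the 2-fold rule were tested on simulated data with 200 changed probes. Gene names are those of the array annotation; they differed between the versions of the annotation used for the 3 slides for 9040 probes, and the version of replicate 1 was used.

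The genes named in the text are those of Tables 1 and 2, the 9 genes of the qRT-PCR, Hprt and Gapdh, the sex-linked genes Xist, Tsix, Ddx3y, Eif2s3y, Kdm5d and Uty, the probe at the top of each of Tables S4 to S7, and the imprinted and Hox genes that passed the 2-fold rule. Genes outside this rule are said to have been chosen after their values were seen. Gene lists were written for the hypothalamus, pituitary, hindbrain and spinal cord, cerebellum and midbrain, choroid plexus, cortex, subpallium and striatum, skeletal muscle, erythroid cells, plasma proteins of the liver, Y-linked genes, X inactivation and imprinted genes. They were tested with camera at a preset correlation of 0.01, and with fry, with adjustment over lists and sexes.

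The replicate numbers were checked for pairing. Deviations from the group means, across probes, correlated between arrays of the same number with r between 0.596 and 0.856 (18 pairs of arrays, median 0.747), and between arrays of different numbers with r between −0.762 and 0.189 (36 pairs, median −0.414). The replicate number is given by the sample labels, and it was the same as the slide and the scan. The alternatives were the 75th percentile in place of quantile normalization, normexp background correction with an offset of 50, the median signal, the authors' deposited log2 values, the minimum intensity set before normalization or not at all, outlier spots kept, other filters on variation and on dim probes, arithmetic means, an intensity trend or array weights in limma, the replicate or slide as a block, the 6 arrays of 1 sex alone, another probe of the gene, fry, and each array left out in turn. The removal of the 4 arrays of each slide in turn was added after the data had been seen. Other parts of the study (qRT-PCR, protein and behavior) are not analysed here, the values of 1 gene are not reported here, and no position was converted between genome builds.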

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

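The test for differences between slides was chosen after the data had been seen. With limma, 21054 of the 28449 probes tested (74.0%) differed between the 3 slides at an adjusted p under 0.05, and 21759 at an unadjusted p under 0.05. This stood out because the paper does not report on slides or scans. Its methods do state that RNA was extracted again from pools of a different batch. The slide, the scan and the replicate number coincide, so that a difference between batches of extraction, between hybridizations, between scans and between sets of litters cannot be told apart, and the litters stay open as a biological explanation that was not tested. Each slide held 1 array of each group, so that the difference between slides is not a difference between diets. With the replicate block, limma found 0 probes for diet in males, 0 in females, 0 in the average of both sexes and 0 for the interaction (1260, 650, 1162 and 536 at an unadjusted p under 0.05), and 3 for sex at each dose.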

How the results depend on the processing

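The removal of the arrays of 1 slide together (without replicate 1, 2 or 3) was chosen after the result was seen; the other tests were listed beforehand. The number of genes in the stated direction lay between 23 and 30 for Table 1, 17 and 23 for Table 2 and 8 and 9 for the qRT-PCR genes over 23 settings, within 1.5 times of the main number. The count of probes for diet at an adjusted p under 0.05 with limma stayed at 0 in 29 of 30 settings in males and in females, and in 29 of 29 for both sexes and for the interaction. At an unadjusted p under 0.05 the counts in males, females, both sexes and the interaction were 94, 39, 58 and 35, against 557, 419, 383 and 367 without the filter on dim probes, 312, 88, 236 and 98 with array weights, and 39, 17, 31 and 11 over probes well above background on all 12 arrays.

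The 2-fold counts moved with the signal and its background. In the order males lower, males higher, females lower, females higher, lower in both sexes and higher in both sexes, they were 1593, 692, 519, 1554, 26 and 30. With normexp background correction they were 397, 174, 149, 407, 3 and 3, with the median signal without background subtraction 471, 168, 146, 427, 3 and 3, and with only probes well above background 364, 417, 308, 423, 10 and 14. With the authors' deposited values (2047 males lower, 1889 females higher), 1492 were higher in males, 1325 lower in females, 128 lower in both and 104 higher in both. With no floor 1082 were higher in males, 40 lower in both and 55 higher in both, with arithmetic means 70 were lower and 50 higher in both, and with the 75th percentile 408 were higher and 1670 lower in males. The cause was not tested in any of these. Of the 4358 calls, 695 (15.9%) were at probes well above background on all 6 arrays.

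With the replicate block (identical to the slide block), 3 probes passed for sex at each dose where 2 had passed, and it changed no other call of limma. The third was a probe of Eif2s3x, a gene chosen after its values had been seen, with a log2 difference of females minus males of −2.42 (limma adjusted p = 0.00464) at 0.4 mg and −2.55 (limma adjusted p = 0.00299) at 4 mg. Its other probe, well above background on all 12 arrays, had differences of 0.49 and 0.38. Over probes well above background on all 12 arrays, 0 passed at either dose, since the Y-linked probes are not among them. With the block, 8 marker lists passed as before, with hypothalamus in females lost (adjusted p = 0.112) and choroid plexus in females gained (adjusted p = 0.0245) by camera. By fry, 0 lists passed.

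Some genes reversed. With normexp, the log2 fold change of Pax6 in females was −0.32. At the probe with the highest mean signal it was 0.55 for P2rx7 in males, and 0.069 for Srf, 0.13 for Tuba1b, −0.49 for Gabra2, −0.46 for Cacna1a and −0.27 for Nos1 in females. The cause was not tested. Of 99 named genes, 94 stayed within the spread between replicates with the 75th percentile, 84 with normexp, 86 with the median signal, 89 with the deposited values, 95 with the floor set before normalization, 94 with no floor, 96 with outlier spots kept and 91 at the brightest probe.

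With each array or slide left out in turn, the counts ranged from 750 (without male 0.4 mg replicate 3) to 3725 (without male 4 mg replicate 3) for males lower, from 684 (without female 4 mg replicate 1) to 2136 (without male 4 mg replicate 3) for males higher, from 509 (without male 4 mg replicate 1) to 1994 (without female 4 mg replicate 3) for females lower, from 1081 (without slide 3) to 2981 (without female 0.4 mg replicate 3) for females higher, from 28 (without male 4 mg replicate 1) to 102 (without slide 1) for lower in both and from 28 (without male 4 mg replicate 1) to 124 (without slide 1) for higher in both. The limma counts ranged from 0 to 1 for diet in each sex and from 2 to 6 for sex at each dose, the highest being without male 4 mg replicate 1. Besides Ddx3y and Eif2s3y, the probes that passed without that array were all of Xist. The marker lists that passed ranged from 4 (without slide 1) to 10 (without slide 2). In males, the log2 fold change ranged from −3.87 to 0.48 for Htr4, from −3.39 to 0.46 for P2rx7, from −3.12 to 0.43 for S100b, from −0.048 to 2.95 for Gsk3b, from −2.45 to 0.37 for Mkrn3, from −2.11 to 0.0084 for Gjb5, from −0.11 to 2.11 for Slc17a8, from −0.089 to 2.00 for Tacr3, from −0.72 to 2.31 for Hoxa5, from −0.72 to 2.66 for Hoxb8 and from −0.98 to 2.90 for Hoxc4. In females it ranged from −2.84 to 0.14 for Srf, from −2.81 to 0.033 for Tuba1b, from −0.069 to 2.04 for Sstr2, from −0.28 to 2.37 for Frs3, from −0.43 to 1.85 for Xist, from −0.33 to 3.19 for Gabra2, from −0.13 to 2.58 for Pax6, from −0.31 to 2.19 for Hoxa3, from −0.095 to 4.07 for Hoxc4, from −0.35 to 3.05 for Hoxb5 and from −0.28 to 3.00 for Hoxb6. These changes follow from the removal of 1 array of a group of 3, alone or with its slide. The removal of 1 array alone also unbalances the slides, so that differences between slides enter the comparison of diets.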

Differences from the paper's values

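Of the tests compared here, only the removal of the arrays of 1 slide together was chosen after the result was seen. The paper's fold change of Shh in males is −3.49, and here it was −1.55. Of the alternatives set before the data were examined, the value was within 1.5 times of the paper's with the deposited values (−3.58), with outlier spots kept (−4.20) and without male 4 mg replicate 2 (−2.66). With the 75th percentile (−1.69) and the floor before normalization (−1.55) no array was at or under the minimum intensity, and the gap was smaller than the replicate spread, so that it was not counted as a difference. Where an array was at or under that intensity, as here and with no floor (−1.79), the spread was not used and the gap was counted. It was also counted with normexp (−1.04), at the brightest probe, and without male 0.4 mg replicates 2 or 3 or male 4 mg replicates 1 or 3.

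The paper's list of down-regulated transcripts in females has 918 probes, and 519 were found here. The deposited values (1325), no floor (726), arithmetic means (725) and leaving out female 0.4 mg replicate 3 (1225) or female 4 mg replicate 1 (881) or 2 (899) came within 1.5 times of it, and the other 17 of 23 settings did not. The paper's number of genes down-regulated in both sexes is 68, and 26 probes were found here. Arithmetic means (70) and leaving out any of female 0.4 mg replicates 1 (89), 2 (65) and 3 (59), female 4 mg replicates 2 (73) and 3 (78), or male 0.4 mg replicate 1 (50), male 4 mg replicates 2 (47) and 3 (56) came within 1.5 times, and the other 14 of 23 did not. The paper's number up-regulated in both sexes is 56, and 30 were found here. No floor (55), arithmetic means (50) and leaving out female 0.4 mg replicates 1 (66) or 2 (47), female 4 mg replicate 3 (50), male 0.4 mg replicates 1 (70), 2 (45) or 3 (78) or male 4 mg replicate 2 (64) came within 1.5 times, and the other 14 of 23 did not. In the removals of a slide, chosen after seeing the values, 1023, 614 and 909 probes were lower in females without slides 1, 2 and 3, and all came within 1.5 times of the paper's number. So did 102, 81 and 46 lower in both sexes, and 60 and 59 higher in both without slides 2 and 3, but not the 124 without slide 1. The log2 fold change of Shh was −1.42 without slide 2.

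The paper lists all genes of Tables 1 and 2 as changed by 2-fold or more. Here 16 of the 30 genes of Table 1 and 17 of the 23 of Table 2 were. The remaining 14 and 6 all reached 2-fold in the stated direction with the deposited values. Nr4a3 and Shh in males and Ptgs2 in females also did with outlier spots kept, Nr4a3 with the 75th percentile, Kcnj3 and Trpa1 in males with no floor, and Gjc3 in females with the floor before normalization. Without male 0.4 mg replicate 1 it was reached by Nr4a3, Tph1, Kif17, Kcna5, Kcnj3, Scn3a, Trpa1 and Sstr1, and without male 0.4 mg replicate 2 by Kcna5, Kcnj3 and Trpa1. Without male 4 mg replicate 1 it was reached by Kif17, Kcnj3, Sstr1 and Htr2c, without replicate 2 of that group by Nr4a3, Shh and Sstr1, and without replicate 3 by Tph1, Kcna5, Kcnj3, Trpa1, Gja6 and Lpar1. In females, Nrg4, Kcnh6 and Gjc3 reached it without 0.4 mg replicate 1, Chrna3 and Gjc3 without 0.4 mg replicate 3, and Chrna3 without 4 mg replicate 2. In the removals of a slide, chosen after seeing the values, it was reached by Nr4a3, Kif17, Kcna5, Kcnj3, Scn3a, Trpa1 and Sstr1 in males and Nrg4, Kcnh6 and Gjc3 in females without slide 1, by Nr4a3, Shh, Kcna5, Kcnj3, Trpa1 and Sstr1 in males and Chrna3 in females without slide 2, and by Gabra6 in males and Gjc3 in females without slide 3. The paper names Shh, Nr4a3 and Nrg4 among these. Here Shh had a log2 fold change of −0.64, and Nr4a3 and Nrg4 were below background on all 6 arrays of the sex. The paper gives Kif17 in males and Gabra6 in males and females as significantly up-regulated. Kif17 had a log2 fold change of 0.68 and Gabra6 in males 0.15, and both were too dim to be tested with limma. The paper gives Nos1 in females as significantly up-regulated, and its limma adjusted p here was 1. The paper gives Ptgs2 in females as up-regulated. Here it was below background, at a log2 difference of −0.46, and higher with the deposited values and with outlier spots kept.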

Other observations

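The tests of 1 array or slide far from the others, of the unadjusted limma counts over splits, of the spots behind the brain region lists, of the splits for the sex differences and of the splits for the marker lists were chosen after the result had been seen. Over both sexes, 67.0% of the 2-fold calls lay at probes not well above background on all 3 arrays of either group, and such probes were called more often (5.14%) than the others (2.64%). The dimmest probes were called least: the share was 0.890% in males and 0.246% in females for probes well above background on none of the 6 arrays, 9.25% and 11.8% for those on 1 to 5 arrays, and 1.54% and 1.44% for those on all 6. Of the calls, 94.5% fell under 2-fold without 1 array, 94.4% without both arrays of 1 slide, and 78.9% reached 2-fold on 1 slide only. In the simulated comparison of males with a log2 change of 1, 77.3% of the calls at unchanged probes and 83.7% of those at changed probes fell under 2-fold without 1 array, and with a change of 2, 77.2% and 9.79% did. The simulated noise was normal and covered only the brighter probes, so these shares are not directly comparable with the 94.5%. Noise of probes near the background and single arrays or slides far from the others may therefore account for part of the lists, as a candidate explanation, which does not exclude small changes with diet. Chance in the grouping of arrays could not be excluded. Other splits of the 6 arrays of males gave a count as large as that of the real split in 9 of 10 splits, the real one included, and likewise in 9 of 10 splits for females. Among splits that part all 3 replicate pairs, as the real one does, 3 of 4 were as large in each sex, with 2211 to 2406 calls in males (2285 in the real split) and 2068 to 2171 in females (2073). Splits that did not part the pairs reached 11557 and 11764.

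The limma counts of 0 for diet cannot be compared in this way, because every split gives a count of at least 0. By construction, 10 of 10 splits of the arrays of males, 10 of 10 of females, and 100 of 100 drawn splits within each sex for both sexes and 100 of 100 for the interaction were as large. The counts at an unadjusted p under 0.05 can differ. The 94 probes in males were reached in 8 of 10 splits and the 39 in females in 10 of 10, where 3 arrays against 3 cannot give less than 0.1 of the splits. The 58 probes over both sexes were reached in 92 of 100 drawn splits (4 of the 12 that part the pairs) and the 35 for the interaction in 98 of 100 (10 of 12), so that chance could not be excluded for these. With the replicate block, 1260 probes had an unadjusted p under 0.05 in males and 650 in females, and 3 of 4 paired splits were as large in each. For sex at 0.4 mg and at 4 mg, 1 of 10 splits, the real one, gave 2 probes, which is the smallest share that 10 splits allow.

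The brain region and tissue lists were tested by camera, with adjustment over 13 lists in each sex. By this test 8 of 26 passed. In the 4 mg group of males, the median log2 fold change was 0.98 for hindbrain and spinal cord (23 of 25 genes higher, adjusted p = 1.59e-04), −0.92 for hypothalamus (3 of 20 higher, adjusted p = 1.41e-05), −0.53 for subpallium and striatum (1 of 17 higher, adjusted p = 1.41e-05) and −0.53 for plasma proteins of the liver (1 of 10 higher, adjusted p = 7.00e-04). In females it was 0.80 for hindbrain and spinal cord (22 of 25 higher, adjusted p = 9.53e-06), 0.29 for cortex (14 of 15 higher, adjusted p = 0.00314), −0.42 for hypothalamus (1 of 20 higher, adjusted p = 0.0302) and −0.28 for skeletal muscle (1 of 12 higher, adjusted p = 0.0204). None held under fry. The correlation preset in camera was 0.01. Within groups and slides, the mean correlation was 0.688 for hypothalamus, 0.465 for hindbrain and spinal cord and 0.725 for cortex. For the liver it was 0.191, and for subpallium and striatum 0.0911. The camera p-values of these lists are therefore too small, and passing by camera is not evidence of a change with diet. The other lists did not pass: in males, cerebellum and midbrain 0.26 (adjusted p = 0.0925), cortex 0.13 (adjusted p = 0.454), choroid plexus −0.11 (adjusted p = 0.734), pituitary −0.02 (adjusted p = 0.785), skeletal muscle −0.03 (adjusted p = 0.0866), erythroid −0.09 (adjusted p = 0.454), Y-linked genes 0.08 (adjusted p = 0.454), X inactivation −0.31 (adjusted p = 0.667) and imprinted genes −0.02 (adjusted p = 0.349); in females, cerebellum and midbrain −0.12 (adjusted p = 0.643), choroid plexus 0.40 (adjusted p = 0.0670), subpallium and striatum −0.02 (adjusted p = 0.643), pituitary −0.31 (adjusted p = 0.113), erythroid 0.22 (adjusted p = 0.349), liver 0.01 (adjusted p = 0.411), Y-linked genes 0.01 (adjusted p = 0.785), X inactivation 0.62 (adjusted p = 0.454) and imprinted genes −0.10 (adjusted p = 0.255). Where the median, mean and test differed in sign, the median was −0.02, the mean 0.08 and the test lower for the pituitary in males, −0.12, 0.01 and lower for cerebellum and midbrain in females, and −0.02, 0.01 and higher for subpallium and striatum in females. Of the list genes, Tables 1, 2, S4, S5 and S6 held, with Table S7 not counted, 10 of 20 for hypothalamus, 12 of 25 for hindbrain and spinal cord, 5 of 15 for pituitary, 3 of 14 for cerebellum and midbrain, 0 of 14 for choroid plexus, 2 of 15 for cortex, 2 of 17 for subpallium and striatum, 4 of 12 for skeletal muscle, 1 of 10 for erythroid cells, 4 of 10 for the liver, 1 of 5 for Y-linked genes, 2 of 2 for X inactivation and 4 of 55 for imprinted genes. No gene was shared between lists.

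Chance could not be excluded for these lists either: 34 of 100 drawn splits gave as many, the others having a median of 7 and a highest of 12, and 9 of 12 splits that part the pairs were as large. Within groups and slides, the genes of 4 of the 7 region lists varied together beyond 95% of random lists, namely cortex (mean correlation 0.725), hypothalamus (0.688), hindbrain and spinal cord (0.465) and choroid plexus (0.168). Not so for subpallium and striatum (0.0911), cerebellum and midbrain (0.0770) and pituitary (0.0339). Among the other lists, the mean correlation was 0.122 for imprinted genes, 0.191 for the liver, 0.145 for erythroid cells and −0.0217 for skeletal muscle. The first 3 of these, too, were beyond 95% of random lists (adjusted p = 0.000275, 0.0235 and 0.0487, permutation test with random lists), and skeletal muscle was not, so that varying together was not limited to the brain region lists. Single pools stood apart: hypothalamus was −2.72 below the other arrays of the slide in male 4 mg replicate 3 (19 of 20 genes below all 3), hindbrain and spinal cord 2.52 above in male 4 mg replicate 1 (20 of 25) and 2.37 above in female 4 mg replicate 3 (19 of 25), and cortex −1.93 in female 0.4 mg replicate 3 (13 of 15 below). Over 132 comparisons of a list with an array, 53 passed an adjusted p of 0.05 against 10000 random lists, of which 2e-04 is the smallest p that they can give, and 30 of these were region lists. In the region lists that passed, at least 64.3% of a list's genes lay on one side of the other arrays, but a list passes by its median, which already puts most genes on one side, so that a few poor spots are not excluded by this value. A different mix of brain regions in the dissected pools may underlie the 4 of 7 region lists that varied together, but 3 of the 4 other lists did as well, and it stays a hypothesis, as the lists were examined on the same data; an effect of diet on these regions stays open, as the lists that passed by camera did not pass by fry and 34 of 100 drawn splits gave as many.

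Xist was well above background at the probe listed in Table S5 in male 4 mg replicate 1. It was also well above background there at all 6 of its probes that were so on every female array. The median over these 6 was 27.8% of the level in females of the slide, against at most 0.401% in the other male arrays. However, a single probe reached the female level in male 0.4 mg replicate 2 (log2 difference −0.02). Another had a log2 signal of 6.80 in male 0.4 mg replicate 3, not well above background, and 6.56 in male 4 mg replicate 1. Tissue of a female pup in that pool is a candidate explanation. A share of this size needs Y-linked genes lower by a log2 difference of −0.47, and the mean difference of Ddx3y and Eif2s3y in replicate 1 was −0.14, against 0.03 and 0.08 in replicates 2 and 3. Among random pairs of 6770 probes of like signal, 1.72% were at or below the needed change. This share tells how often other pairs of probes reach that change. It does not tell how often a true change of −0.47 would be seen as −0.14, which was not computed. The SD of single probes was 0.31, so that the mean of this pair of genes does not decide it. A change of Xist with diet stays open, as it was seen on 1 of 3 arrays. Of the other sex-linked genes in males, Tsix was at least 2.07-fold lower, well above background on 2 arrays of the 0.4 mg group and none of the 4 mg group, Uty had a log2 fold change of 0.86, measured on 2 and 1 arrays of the 4 mg and 0.4 mg groups, and Kdm5d had no fold.

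Hprt and Gapdh, the reference genes of the qRT-PCR, had log2 fold changes of 0.20 and −0.0026 in males, the latter from 2 arrays of the 0.4 mg group, and −0.06 and 0.19 in females. The other 7 Gapdh probes, each well above background on all 12 arrays, had log2 fold changes between −0.15 and 0.74 in males, 5 of them above 0, and between 0.088 and 0.26 in females. Under the other ways of making the values, Hprt kept its sign in each sex and the brightest Gapdh probe in females, while the latter in males was 0.13 with the authors' deposited values, 0.09 with outlier spots kept and −0.10 with the 75th percentile.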
